# Nucleosomal DNA has topological memory

**DOI:** 10.1038/s41467-024-49023-4

**Published:** 2024-05-28

**Authors:** Joana Segura, Ofelia Díaz-Ingelmo, Belén Martínez-García, Alba Ayats-Fraile, Christoforos Nikolaou, Joaquim Roca

**Keywords:** Nucleosomes, Genomic analysis, DNA

## Abstract

One elusive aspect of the chromosome architecture is how it constrains the DNA topology. Nucleosomes stabilise negative DNA supercoils by restraining a DNA linking number difference (∆Lk) of about −1.26. However, whether this capacity is uniform across the genome is unknown. Here, we calculate the ∆Lk restrained by over 4000 nucleosomes in yeast cells. To achieve this, we insert each nucleosome in a circular minichromosome and perform Topo-seq, a high-throughput procedure to inspect the topology of circular DNA libraries in one gel electrophoresis. We show that nucleosomes inherently restrain distinct ∆Lk values depending on their genomic origin. Nucleosome DNA topologies differ at gene bodies (∆Lk = −1.29), intergenic regions (∆Lk = −1.23), rDNA genes (∆Lk = −1.24) and telomeric regions (∆Lk = −1.07). Nucleosomes near the transcription start and termination sites also exhibit singular DNA topologies. Our findings demonstrate that nucleosome DNA topology is imprinted by its native chromatin context and persists when the nucleosome is relocated.

## Abstract (web summary)

Here, the authors develop Topo-seq to measure the DNA topology (∆Lk) restrained by individual nucleosomes in vivo. They show that nucleosome DNA topology is imprinted by its native chromatin context and persists when the nucleosome is relocated.

## Introduction

High-throughput analyses increasingly improve our knowledge of chromatin structure and function genome-wide^1,2^. However, a fundamental trait that remains elusive to current technologies is the topology of the chromatinized DNA. We do not know how the DNA double helix is twisted and bent along chromatin. We define “constrained topolome” as DNA deformations stabilized by chromatin, and “unconstrained topolome” as those resulting from the mechanical stress the DNA undergoes during genome activities^3–5^.

The principal actor of the constrained topolome in eukaryotic cells is the nucleosome, the DNA packaging unit of chromatin, in which about 147 base pairs (bp) of DNA make nearly 1.6 left-handed super-helical turns around a histone octamer^6^. However, this canonical configuration is neither uniform nor static^7–9^. The DNA nucleotide sequence, histone composition and modifications affect nucleosome conformation and stability^10–12^. So far, numerous studies have mapped nucleosome structure and position in model organisms, such as budding yeast^13–17^. However, no study has yet addressed how nucleosomes constrain the topology of DNA throughout the genome.

In a previous study, we developed a strategy to measure the DNA linking number difference (ΔLk) restrained by nucleosomes in vivo^18^. We compared by DNA electrophoresis the ∆Lk constrained by yeast circular minichromosomes before and after inserting an additional nucleosome. By doing so, we found that not all nucleosomes restrain ∆Lk (DNA supercoils) to the same extent, being the average value of ΔLk = −1.26^18^. Our next goal was to determine the ∆Lk constrained by all individual nucleosomes. However, since it was unfeasible to perform thousands of electrophoretic analyses (one for each nucleosome), we needed another strategy to circumvent this problem.

Here, we develop a high-throughput procedure termed “Topo-seq” to analyse the topology of large libraries of circular DNA molecules. We apply Topo-seq to a library of 4000 nucleosomes hosted in yeast circular minichromosomes in vivo. Our results reveal that nucleosomes inherently restrain distinctive ∆Lk values depending on their genomic origin. Therefore, nucleosome DNA topology is an intrinsic trait imprinted by the native chromatin context, which persists when allocated somewhere else. We discuss the implications of this nucleosomal feature and the potential of Topo-seq to disclose further DNA topology genome-wide.

## Results

### Construction of minichromosomes hosting a nucleosome DNA library

As in our previous study^18^, we digested budding yeast chromatin with Micrococcal nuclease and purified a pool of mono-nucleosomal DNA fragments (≈ 150 bp) that combined increasing digestion rates (Fig. 1a). After repairing the DNA ends, we added adaptors to insert the nucleosome DNA library in the YCp1.3 (1341 bp) yeast circular minichromosome (Supplementary Fig. 1). Next, we introduced these minichromosomes, each containing one nucleosome of the library, into yeast cells and obtained about ten thousand transformants. We pooled all these colonies and extracted their DNA (Fig. 1a). 

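The pooled colonies carried fragments from every yeast chromosome, with lengths centred on that of a nucleosome core. Of the fragments of Supplementary Data 1, 8368 were found with the same coordinates in the deposited counts, and their mean length was 143 bp (SD 21.0, median 148). They comprised 8026 distinct fragments, because the same fragment can be listed under more than one nucleosome, and 6383 distinct sequences. Repeated DNA made the difference between fragments and sequences: 97.1% of the distinct rDNA fragments, 50% of the telomeric ones and 12.1% of the others occurred more than once in the genome. The most abundant insert, from 480630 to 480787 on chromosome XV (R64), came from the second nucleosome of LPX1, which encodes a peroxisomal lipase. The inserts of the whole library (NucLib) had been amplified by PCR from the adaptors and sequenced as read pairs in 2 runs of the same DNA, so the runs show the error of sequencing and not that of culture or transformation. The authors trimmed the adaptors with Cutadapt, aligned the pairs with Bowtie 1.1.2 and deposited, for each run, the read count of each distinct fragment (chromosome, start and end). All lists are ordered by count and stop at the same number of lines, so fragments at the lowest counts are absent and the totals of 851697 and 1748161 reads are lower bounds. The fragments of Supplementary Data 1 held 88.6% and 90.5% of these reads, and LPX1's insert alone held 9.96% and 10.3%. The counts of the 2 runs were added. A single fragment of Supplementary Data 1 had no count and was left out.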

Parallel DNA sequencing of the minichromosomes revealed a library of 8369 mono-nucleosome DNA fragments of length 144 ± 21 bp (mean ± SD). Nearly all (> 91%) of these DNA fragments overlapped (> 50 bp) with the genomic coordinates of 4276 previously referenced nucleosomes^13^ (Supplementary Data 1, Supplementary Fig. 2). 

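Of the 8368 fragments with counts, 87.9% shared more than 50 bp with a referenced nucleosome, taken as the 147 bp centred on its midpoint. The median overlap was 116 bp, and 59.2% of the fragments shared at least 100 bp. At any listed overlap, the fragments fell in 4361 referenced nucleosomes, and 87.4% of the nucleosomes were represented by 1 fragment. Coverage was far deeper at a few places: 41 nucleosomes had at least 20 fragments each and held 1619 of the listed fragments. The highest number came from the second nucleosome of LPX1 on chromosome XV. In the rDNA, the intergenic nucleosome centred at 462253 on chromosome XII had 86. Nucleosomes and their names are those of Supplementary Data 1, and the number of fragments per nucleosome has no replicate check.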

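Outside the rDNA, long chromosomes contributed more fragments than short ones. Chromosome IV (1531933 bp) gave 653 fragments and chromosome VI (270161 bp) gave 117. Per megabase, chromosomes IV and VII gave 426 fragments each, whereas chromosome VIII gave 802, chromosome I gave 712 and chromosome XII gave 663. Chromosome XII gave 2758 fragments with the rDNA included and 715 without it. Across the 16 chromosomes, the number of fragments outside the rDNA rose with chromosome length (Pearson r = 0.900, permutation p = 1e-05, the smallest the permutations can give; Spearman rho = 0.885, permutation p = 3e-05). Without the 2 chromosomes farthest from the median length, r was 0.893 (permutation p = 2e-05). The catalogue's own distribution over chromosomes, types and stability was not analysed here.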

The chromosomal distribution (Fig. 1b), genomic type (Fig. 1c), stability (Fig. 1d) and positioning (Supplementary Fig. 3) of the identified nucleosomes were comparable to that of the bulk of referenced nucleosomes^13^, signifying the nucleosome DNA library was representative.

**Fig. 1:**
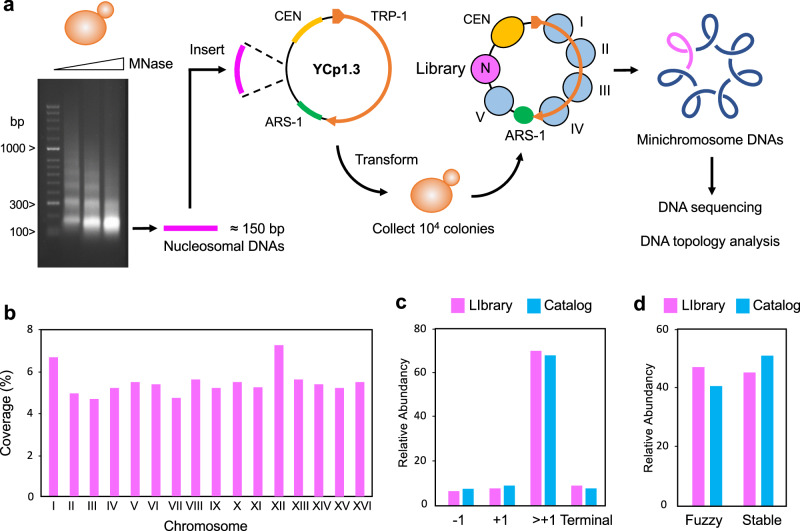
Mono-nucleosome DNA library construction. **a** The gel shows yeast chromatin digested with increasing amounts of Micrococcal nuclease. Nucleosome DNA fragments of about 150 bp (pink) generated in a single experiment with increasing degrees of digestion were pooled and inserted into the YCp1.3 minichromosome DNA (1341 bp) to transform yeast cells. About 10^4^ transformants were collected and pooled for sequencing and topology analysis of the minichromosome DNAs. The allocation of the nucleosome DNA library (N) into the chromatin structure of YCp1.3 is illustrated (see Supplementary Fig. 1 for details). **b** Coverage (%) of the nucleosome DNA library (see Supplementary Data 1 for nucleosome coordinates) across the 16 yeast chromosomes (I-XVI) normalized per kb. **c** Relative abundance of nucleosomes from different positions relative to the transcription start site (−1, +1 > + 1) and the transcription terminal site. **d** Relative abundance of fuzzy and stable nucleosomes. In (**c**) and (**d**), the nucleosome DNA library (*n* = 4276, pink) is compared to the full catalogue of yeast nucleosomes (*n* = 61110, blue). Source data are provided as a Source data file.

### Conceptualization leading to Topo-seq

Due to DNA thermodynamics, covalently closed circular DNA molecules present a Gaussian distribution of DNA linking number (Lk) topoisomers, visualized as a ladder of DNA bands by agarose gel electrophoresis^19^. When the mean Lk value of a DNA molecule relaxed in vitro (Lk^0^) is compared to that of the DNA in a circular minichromosome (Lk^Chr^), the Lk difference is the ∆Lk constrained by the minichromosome chromatin (Lk^0^ − Lk^Chr^ = ∆Lk^Chr^). Upon adding a new nucleosome to such minichromosome, ∆Lk^Chr^ changes to ∆Lk^Chr+nuc^ and the resulting difference (∆Lk^Chr+nuc^ − ∆Lk^Chr^ = ∆Lk^nuc^) equals the ∆Lk restrained by the new nucleosome (Supplementary Fig. 4). Following this strategy, we previously showed that most nucleosomes restrain ∆Lk values of about −1.26 in vivo^18^. However, this strategy was unfeasible for determining the ∆Lk of each nucleosome of our library, as it would require running thousands of electrophoresis. To circumvent this problem, we ran instead all minichromosome DNAs containing the library in a single electrophoresis lane (Fig. 2a, lane 1). As a result, the pool of Lk distributions overlapped and produced a smear rather than a ladder of Lk topoisomers. This smear occurred because the nucleosome sequences of the library were not of equal length (144 ± 21 bp) and, since these length differences were not multiples of the helical repeat of DNA (10.5 bp), most ladders of Lk topoisomers had different phasing. We evidenced this misalignment by running, in the same gel, the Lk distributions of individual minichromosomes that carried nucleosome DNA sequences differing by only 1 to 5 bp in length (Fig. 2a, lanes 2–7). Note that Lk distributions can have equal or distinct Lk mean (red lines) irrespectively of whether their Lk topoisomers are aligned (Fig. 2b, lanes 2–7). This gel electrophoresis also evidenced that the mean Lk of the pool of Lk distributions produced by the nucleosome DNA library (Fig. 2b, lane 1) virtually matched with that produced by individual nucleosomes that restrained ∆Lk −1.26 (Fig. 2b, lanes 2–5). As in our previous study^18^, this observation denoted that most fragments of the DNA library assembled nucleosomes and that the average ∆Lk constrained by them is −1.26. Importantly, this value differs markedly from the average ∆Lk of −0.84 constrained by an analogous library of non-nucleosomal (prokaryotic) DNA fragments (Supplementary Fig. 5), corroborating thereby that the average ∆Lk of −1.26 is specific to nucleosomal DNA.

**Fig. 2:**
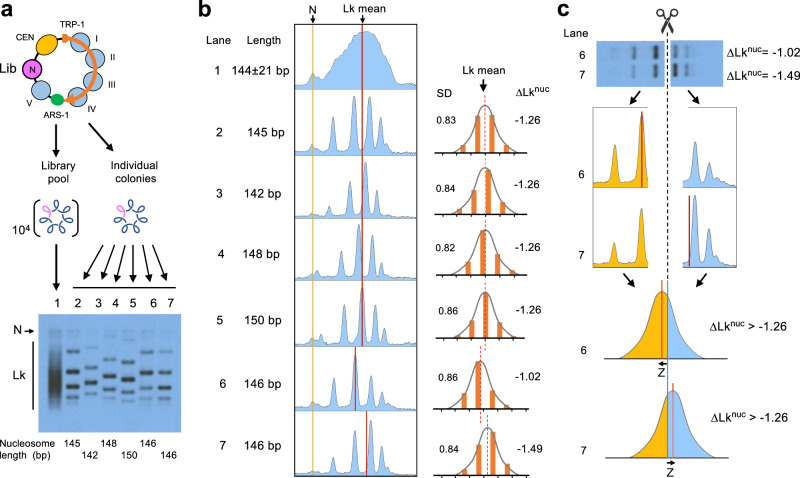
Topo-seq conceptualization. **a** Gel electrophoresis of Lk distributions. Lane 1, pool of 10^4^ minichromosome DNAs hosting the nucleosome DNA library. Lanes 2–7, individual minichromosome DNAs hosting a nucleosome with the indicated DNA length (bp). Electrophoresis conditions are described in Methods. N, nicked circles. Lk, topoisomers. **b** Gel densitometry (left, in blue) and relative topoisomer intensities (right, in orange) of the previous Lk distributions (lanes 2–7), indicating their Lk mean position (red lines), standard deviation (SD) and the ∆Lk restrained by the hosted nucleosome (∆Lk^nuc^) calculated as described in Supplementary Fig 4. **c** Cutting the Lk distributions of sample 6 (∆Lk^nuc^ = −1.02) and 7 (∆Lk^nuc^ = −1.49) at the global Lk mean position (∆Lk^nuc^ =−1.26) produces unequal topoisomer DNA abundances at each side of the cut (orange and blue). As Lk distributions are Gaussian, the distinct partition probabilities of DNA abundance translate into Z-scores (Z) of a normal probability distribution. These Z-scores reflect how far the Lk mean of each distribution is from that of the global average (the cut site), where ∆Lk^nuc^ = −1.26. Source data are provided as a Source data file.

At this point, we realized that within the library pool of Lk distributions (Fig. 2b, lane 1), those from nucleosomes restraining ∆Lk <−1.26 and >−1.26 should respectively have their Lk mean slightly ahead and behind the global average (for example, samples 6 and 7 in Fig. 2b). Accordingly, upon cutting the smear of Lk distributions at the level of the global mean, nucleosome DNA sequences restraining ∆Lk <−1.26 and >−1.26 would differently enrich at each side of the cut (Fig. 2c, top). The partition probability of each nucleosome DNA sequence would reflect how far its ∆Lk^nuc^ deviates from the global mean (∆Lk^nuc^ = −1.26, at the cut site); and, since Lk distributions are Gaussian, this deviation would correlate to the Z-score of a normal distribution (Fig. 2c, bottom). In this way, we could classify all nucleosomes of the library by their capacity to restrain ∆Lk. We termed this procedure “Topo-seq” since it relies on sequencing DNA topoisomers eluted from different sections of an electrophoresis gel.

### Topo-seq and calculation of the ∆Lk restrained by nucleosomes

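The gel sections were analysed from 4 deposited lists of fragment counts, 2 sequencing runs of section A and 2 of section B, made by the authors in the same way as those of the library. Both sections come from a single gel and culture, so no spread between gels can be given, and every test concerns this gel. Section A had 2073823 and 1698433 reads and section B had 1480629 and 1865197, again as lower bounds. Library fragments held 93.2% and 92.8% of the reads in section A and 80.2% and 81.0% of those in section B. The insert of LPX1 alone took 23.3% of the reads of section A and 11.1% and 11.3% of those of section B. For each fragment, the reads of the 2 runs were added and divided by the total of the section. A fragment was used where it had at least 10 reads in each section, which kept 8362 of the listed fragments (8020 distinct) in 4359 referenced nucleosomes. The median fragment had 63 reads in section A and 61 in section B. Within a section, the difference between the runs was somewhat larger than sampling noise. The mean chi-square of fragments with at least 20 reads was 1.40 in section A and 1.43 in section B, against 1 for counting error alone, and 7.95% and 7.93% of the fragments passed the 5% point. The counts of the runs on the log2 scale correlated across fragments with Pearson r of 0.975 and 0.972, where fragments are not independent replicates. Means of ∆Lk were compared by two-sided permutation tests. These moved all fragments of a nucleosome in the same class together, since fragments of one nucleosome share most of their sequence. Standard errors of the means are from 2000 bootstrap draws of nucleosomes.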

We cut into two sections the gel slab comprising the overlapping Lk distributions of our nucleosome DNA library (Fig. 3a), such that the top section (A) enriched nucleosome DNA sequences restraining ∆Lk >−1.26 and the bottom section (B) those restraining ∆Lk <−1.26. We eluted the DNA from both sections, amplified the nucleosome DNAs by PCR and sequenced them. In this step, note that since ∆Lk^nuc^ calculations derive from the partition ratio of each sequence in these gel sections, potential biases due to the length and bp composition of nucleosomal DNAs would similarly occur on both sides and thus have little effect on the partition ratios. As expected, all DNA sequences of the nucleosome DNA library were present in both sections but with distinct partition probabilities (Fig. 3b). 

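Each of the 8368 fragments had reads in both sections. The lowest count was 10 in section A and 8 in section B. The partition differed widely between fragments: the quasi-likelihood test of edgeR, at an adjusted p under 0.05, placed 2228 of the 8020 distinct fragments in section A and 1641 in section B. The division between the sections depended on the scaling, with 1561 and 1944 after TMM normalization. DESeq2 with its own size factors, a change of the test as well as the scaling, gave 717 and 1197. Fragments of the same nucleosome could part from each other. The most abundant insert of LPX1, 158 bp long, had 877854 reads in section A and 374853 in section B, whereas the scarce fragments that share an end with it had a median of 65 reads in section A and 324 in section B. At YLR438W, the corresponding insert of 146 bp had 280457 and 109670 reads. The test rests on the spread between sequencing runs of the same eluted DNA and covers that error alone.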

Section B was enriched in short nucleosomal DNA sequences (< 140 bp) since the Lk distributions of the corresponding DNA circles migrated faster during electrophoresis. However, the partition ratios A/B varied up to a factor of 10 within each length group, which denoted a diversity in nucleosome DNA topology (Fig. 3c).

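Fragments shorter than 140 bp partitioned toward section B and longer ones toward section A. Their mean log2 A/B was −0.82 (SD 1.33, n = 2833 fragments), against 0.33 (SD 0.72, n = 5529) for fragments of at least 140 bp. Of the short fragments, 69.0% had an A/B ratio under 1, compared with 27.7% of the longer ones. Short fragments took 49.1% of the library reads of section B and 24.3% of those of section A, and 27.4% in the library before the gel. Since the insert of LPX1 is long and abundant, the shares were computed again without it and were 57.0%, 32.5% and 30.8%. The difference of −1.15 in mean log2 A/B was beyond what permutation gives (permutation p = 1e-05, the smallest the permutations can give). The short and the longer fragments of one nucleosome moved as separate units.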

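Fragments of 147 bp, the length of a nucleosome core, show the range within one length. Among 216 of them, the A/B ratio ran from 0.0885 to 5.62, and the 5th and 95th percentiles were 0.705 and 2.57. Over the lengths with at least 20 fragments, the median ratio of the highest to the lowest A/B was 32.9, and the median ratio of the 95th to the 5th percentile was 6.06. In the single runs these ratios were 17.6 and 20.5, and 4.34 and 4.59. Counting error is part of this range, since the 95% counting interval of the A/B of a fragment of median precision spans 2.10-fold. Among fragments with at least 50 reads in each section, the highest to lowest ratio was 8.96 and the ratio of the percentiles was 2.99.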

**Fig. 3:**
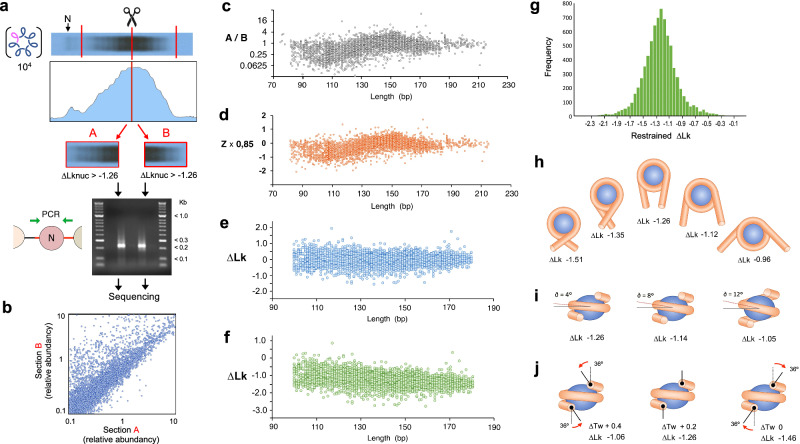
Calculation of the ∆Lk restrained by individual nucleosomes via Topo-seq. **a** Splitting of the Lk distributions of lane 1 in Fig. 2a at the level of the global Lk mean (∆Lk^nuc^ = −1.26); and PCR products of the nucleosome sequences eluted from section A and B. **b** Plot of the abundance of individual nucleosome DNA sequences in sections A and B. **c** Plot of the partition probability of each nucleosome DNA sequence (ratio A/B) vs the sequence length (bp). **d** Plot of the partition probabilities converted into Z-scores of a normal distribution and multiplied by 0.85 (SD of Lk distributions). **e** Corrected ∆Lk scores after subtracting the average ∆Lk of all the sequences of the same length. **f** Plot of ∆Lk values after adding or subtracting 0.007 units for each bp difference from 144 bp and finally adding −1.26. See Supplementary Data 2 for calculated values. **g** Histogram of ∆Lk values restrained by the nucleosome DNA library (mean = −1.26, SD = 0.33). Analyses in (**a**–**f**) were conducted once with the nucleosome library (*n* = 8369) described in Fig. 1. **h** Models of restrained ∆Lk as a function of the number of DNA super-helical turns (*N*), considering ∆Tw = +0.2 and ∆Wr = *N*(1–sin 4^o^). **i** Models of restrained ∆Lk as a function of the pitch angle of DNA super-helical turns (∂), considering ∆Tw = +0.2 and ∆Wr = 1.56(1–sin ∂). **j** Twisting angle (red arrows) at the entry and exit of DNA to produce ∆Tw of 0, +0.2, +0.4 and the indicated ∆Lk, considering ∆Wr = 1.56(1–sin 4^o^). See Supplementary Fig. 10 for detailed correlations of ∆Wr and ∆Tw on ∆Lk. Source data are provided as a Source data file.

To calculate the ∆Lk restrained by each nucleosome, we converted the partition probability of each nucleosome DNA sequence into a Z-score of a normal distribution of mean zero and a standard deviation one. Next, we multiplied these Z-scores by 0.85, which is the standard deviation of the Lk distributions of the ≈1.5 kb minichromosome DNAs hosting the nucleosome DNA library (Fig. 2b). The resulting values indicated how far (∆Lk units) the mean of each Lk distribution was from the global Lk average (∆Lk^nuc^ of −1.26 at the cut site) (Fig. 3d). Next, we adjusted these ∆Lk scores by taking into account that the nucleosome DNA sequences had different lengths. Firstly, to correct the effect of misaligned Lk ladders (Supplementary Fig. 6), we subtracted from each ∆Lk score the average ∆Lk of all the sequences of the same length (i.e., aligned ladders). These corrected ∆Lk values now reflected how the topology of each nucleosome compared to those of equal length (Fig. 3e). Secondly, we calculated that the overall electrophoretic velocity of the Lk distributions shifted the equivalent of 0.007 Lk units for each bp difference in length (Supplementary Fig. 7). Therefore, we adjusted the ∆Lk values by adding or subtracting 0.007 for each bp difference from 144 bp. Finally, as the current ∆Lk values were relative to the global average (∆Lk^nuc^ = −1.26), we added −1.26 to obtain the actual ∆Lk restrained by each nucleosome (Fig. 3f, Supplementary Data 2).

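Recomputed from the counts in these steps, ∆Lk had a mean of −1.26 and an SD of 0.324 over 8362 fragments. Between the 5th and the 95th percentile it ran from −1.75 to −0.684, with a lowest value of −2.88 and a highest of 0.878, and 4113 fragments lay above −1.26. Fragments with few reads carry a large part of their own counting error: the median counting SD was 0.0981 per fragment. Redrawing the counts gave 13.5% of the variance of ∆Lk over the library. When each run was analysed alone, the values of 5561 fragments correlated across fragments with Pearson r of 0.841 and Spearman rho of 0.783. The difference between the runs corresponded to 8.37% of the variance of the summed data. Both shares cover the sequencing and not the gel.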

### Conversion of ∆Lk^nuc^ into twist and writhe deformations of DNA

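Single nucleosomes of protein-coding genes lay at both ends of the range. Outside rDNA and telomeric regions, the least negative values among nucleosomes with at least 100 reads in each section came from the noncoding transcript SUT361 (−0.310), from MTC5 (−0.360), ERV15 (−0.372), VHS1 (−0.715), LAG2 (−0.737), SWI3 (−0.768), which encodes a subunit of the SWI/SNF remodeller, RSF2 (−0.774) and YFR018C (−0.781). The most negative came from position +2 of SLY1 (−2.49), which encodes a protein of vesicle fusion, and of SIS2 (−2.23), then from ADE2 (−2.20), an enzyme of adenine synthesis, ORC1 (−2.19), a subunit of the origin recognition complex, ERV25 (−2.09), the antisense transcript anti128, whose nucleosome also belongs to YLR278C (−2.08), TES1 (−2.01), SUT680 (−1.91) and CNE1 (−1.88). Intergenic nucleosomes reached −0.782 at 157943 on chromosome IX and −2.01 at 197351 on chromosome XII. The counting error of SLY1 was 0.0374 and that of SUT361 was 0.0475, and the 2 runs gave −2.43 and −2.46 for SLY1 and −0.299 and −0.370 for SUT361. They lay further apart for MTC5, at −0.256 and −0.517, beyond its counting error of 0.0630. Of 1806 nucleosomes with this depth, 1465 lay on the same side of −1.26 in both runs, and 1306 of these lay outside rDNA and telomeric regions, from which the extremes were taken. Many of the extremes are represented by 1 short fragment, with no second fragment to check them.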

The ∆Lk^nuc^ values calculated via Topo-seq (mean −1.26, SD 0.33) denoted a substantial heterogeneity in the nucleosome DNA topology (Fig. 3g). This heterogeneity did not correlate with the extent of overlap of our library with previously referenced nucleosomes (Supplementary Fig. 8); and it was neither consequent to variability in DNA linker length, which we tested by examining the ∆Lk^nuc^ of a nucleosome with different linker sizes (Supplementary Fig. 9 and Supplementary Table 1). Therefore, since ∆Lk = ∆Tw + ∆Wr, nucleosomes with distinct ∆Lk^nuc^ values could differ in restraining ∆Tw (helical twist) but, more likely, by their capacity to constrain ∆Wr (super-helical turns). 

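Fragments that matched a referenced nucleosome closely had a slightly more negative mean ∆Lk, a relation that did not pass the main test. The mean was −1.29 for the 4867 fragments sharing more than 100 bp with a referenced nucleosome and −1.22 for the 2501 sharing 100 bp or less. Across the 7368 fragments with a referenced nucleosome, ∆Lk and the overlap had a Spearman rho of −0.134 and a Pearson r of −0.131 (permutation p of rho = 0.086), which did not pass the test. Fragments are not independent replicates, and those of a nucleosome were moved together. Overlap cannot exceed the length of a fragment, and the length correction raises ∆Lk as fragments get shorter. Part of the negative relation can therefore arise by construction. In each single run, rho passed the test, at −0.134 (permutation p = 0.0125) and −0.150 (permutation p = 0.0030), and with no correction for the fragment's length group it passed with the opposite sign, at 0.0521 (permutation p = 0.0065). The minichromosomes with different linker sizes were not analysed here.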

We then modelled how ∆Wr values would translate into ∆Lk by considering ∆Tw = +0.2 (as in the canonic nucleosome) and ∆Wr = N(1–sin ∂)^18^, where N is the number of wrapped super-helical turns (Fig. 3h, Supplementary Fig. 10a) and ∂ their pitch angle (Fig. 3i, Supplementary Fig. 10b). We also considered how ∆Tw values would translate into ∆Lk, being ∆Wr = −1.46 (Fig. 3j, Supplementary Fig. 10c). For simplicity, we depicted only symmetric shapes, but asymmetric changes of ∆Wr and ∆Tw are likely to occur and combine producing a broad spectrum of possible conformations even for nucleosomes restraining similar ∆Lk values.

### Correlation of ∆Lk^nuc^ with the composition of nucleosome DNAs

We examined whether the nucleosome capacity to restrain ∆Lk would depend on the DNA nucleotide composition, which affects DNA flexibility and curvature^20^. We found that GC content was significantly higher (p < 2e−12) for nucleosomes restraining ∆Lk > −1.26 (GC 42.3%) compared to those of ∆Lk < −1.26 (GC 40.7%) (Fig. 4a). 

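Fragments restraining ∆Lk above −1.26 had more GC: 45.6% (SD 7.19, n = 4113), against 43.9% (SD 7.64, n = 4249) below it. The medians were 44.8% and 42.9%. Without telomeric and rDNA fragments, both GC-rich, the means were 42.9% and 41.8%. Along the range, GC content was 48.2% in the fifth of fragments with the least negative ∆Lk and between 43.3% and 44.8% in the other groups. The difference of 1.69 points had a permutation p = 0.047 with nucleosomes as the unit, and one of 1.14 without telomeric and rDNA fragments had a permutation p = 0.35. The difference did not pass, either, with each distinct fragment once (1.64, permutation p = 0.068), with no length correction (1.40, permutation p = 0.097) or with the paper's ∆Lk values (1.66, permutation p = 0.051). It reversed to −0.498 when ∆Lk was not corrected by the mean of its length. With a mean per nucleosome, GC content was 42.5% above −1.26 and 40.2% below it. Over 17 alternatives, the difference ran from −0.498 to 2.86 points.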

Regarding dinucleotide frequencies, nucleosomal DNAs of the library were enriched in AA/TT/TA dinucleotides, being CG/GG/GC dinucleotides the less abundant. However, this general trend faded in the nucleosomes restraining less negative ∆Lk values, which exhibited an abundance of other dinucleotides such as CA/TG (Fig. 4b). 

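AA/TT was the most frequent dinucleotide of the library fragments, with 16.2% of all dinucleotides on both strands, followed by CA/TG (14.6%), AC/GT (12.5%), AG/CT (12.3%), GA/TC (11.9%) and GG/CC (10.5%). The self-complementary dinucleotides, which count once and not with a partner on the other strand, were rarer: AT 7.01%, TA 6.19%, GC 4.98% and CG 3.77%. Genomic frequencies outside nucleosomes were not analysed here.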

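AA/TT made up 16.6% of dinucleotides in the fifth of fragments with the most negative ∆Lk and 13.3% in the fifth with the least negative. Over the same groups CA/TG went from 14.2% to 16.6%, AC/GT from 12.2% to 14.9% and GG/CC from 10.5% to 12.3%, with most of each change in the last group. Across 8362 fragments, which are not independent, the frequency of AA/TT fell with less negative ∆Lk (Spearman rho = −0.157) and those of AC/GT (0.143), CA/TG (0.117) and GG/CC (0.111) rose, each with an adjusted permutation p = 2.5e-05. AT (−0.0870), TA (−0.0876) and AG/CT (−0.0428, adjusted permutation p = 0.046) also fell, so that 7 of the 10 dinucleotides passed the test. Over fragments, CG, GA/TC and GC did not pass. With a mean per nucleosome, CG (0.137), GC (0.129) and GA/TC (−0.0574) passed, with adjusted permutation p of 0.00012, 0.00012 and 0.00022. They also passed over the most abundant fragments, chosen after seeing the data (0.146, 0.131 and −0.0532). AG/CT did not pass in either single run (−0.0350 and −0.0338), with at least 50 reads in each section, with a mean per nucleosome or under the other corrections by length, and its sign turned over the most abundant fragments, chosen after seeing the data (0.00619). Telomeric fragments made up 17.9% of the group with the least negative ∆Lk and 7.65% of that with the most negative. Within 1 kb of chromosome ends, where the repeats are TG-rich, CA/TG reached 34.3% and AC/GT 33.5%, against 14.1% and 11.6% outside telomeric and rDNA regions. Without telomeric and rDNA fragments, 4 of the 10 passed: AA/TT, AC/GT and CA/TG, and CG (0.0917, adjusted permutation p = 0.0010), which had not passed over all fragments. When ∆Lk was not corrected by the mean of its length, 0 passed, and the signs of AT, CG, GA/TC, GC and GG/CC turned.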

As expected, AA/TT/TA dinucleotides had a periodical spacing close to the DNA helical repeat (10–11 nts), though nucleosomes restraining less negative ∆Lk values also presented other dinucleotides with short periodic patterns (Fig. 4c). 

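AA/TT recurred on average 10.7 bp apart, shorter than the 11.7 bp that the same copies placed at random in each fragment would give, and TA recurred 16.6 bp apart, against 15.8 bp at random. In the tenth of fragments with the least negative ∆Lk, CA/TG recurred 10.7 bp apart (10.7 at random), AC/GT 12.5 bp (12.3 at random) and GG/CC 12.3 bp (12.9 at random), and 23.5% of these fragments were telomeric. In the library, the same spacings were 12.9, 15.2 and 17.0 bp (12.9, 15.1 and 17.5 at random). Across fragments, the spacing of 7 of the 10 dinucleotides was related to ∆Lk, but only 4 without telomeric and rDNA fragments and 0 without the correction by the mean of each length. The strongest relations were those of AC/GT (Spearman rho = −0.166), CA/TG (−0.149) and GG/CC (−0.147), each with an adjusted permutation p = 2.5e-05. Of the pairs of positions 9, 10, 11 and 12 bp apart, 5.54%, 5.40%, 5.5% and 5.62% held AA, TT or TA at both positions. Distances of 10 and 11 bp thus did not stand out from their neighbours. The excess of pairs at these distances in a fragment was not related to its ∆Lk (Spearman rho = −0.0144, permutation p = 0.77). A mean spacing moves with the frequency of a dinucleotide, and its relation to ∆Lk was not separated from that of the frequency.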

Since DNA composition affects the position stability of nucleosomes^21,22^, we examined whether the restrained ∆Lk correlated to nucleosome stability. 

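In the quartile of fragments with the lowest fuzziness the mean was −1.257, and in the highest quartile it was −1.254. Fuzziness was the SD of a nucleosome's position, in bp, from Supplementary Data 3, with a median of 20.2 bp. Across 7169 fragments, which are not independent, ∆Lk and fuzziness had a Spearman rho of 0.00413 and a Pearson r of 0.00834 (permutation p of rho = 0.88). Without the scarce fragments that share an end with an abundant one, an alternative chosen after seeing the data, rho was 0.0393 (permutation p = 0.0155).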

We found that the positional fuzziness of nucleosomes, measured in their natural loci^13^, had no relation with their intrinsic capacity to constrain ∆Lk (Fig. 4d).

**Fig. 4:**
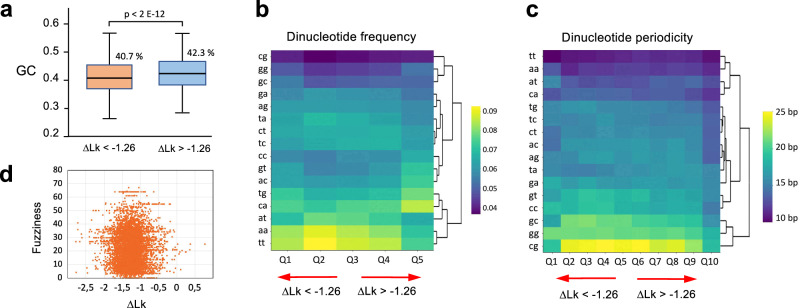
∆Lk correlation with the DNA base pair composition of nucleosomes. **a** GC content of nucleosomal DNAs of the library with ∆Lk^nuc^ values <−1.26 (*n* = 4187) and >−1.26 (*n* = 3611). In the box plots, the centre line denotes the median value, while the box marks the 25th (upper limit) to 75th (lower limit) percentiles of the dataset. The black whiskers mark the 5th and 95th percentiles. A *p*-value of 1.8 E−12 was determined by a two-sided Wilcoxon test. **b** Heatmap of dinucleotide frequencies for ∆Lk^nuc^ values of the library (*n* = 8369) in 5 quantiles. **c** Heatmap of dinucleotide periodicities for ∆Lk^nuc^ values of the library (*n* = 8369) in 10 quantiles. **d** Scatter plot of ∆Lk^nuc^ values of the library (*n* = 8369) against the native positional fuzziness of nucleosomes. Source data are provided as a Source data file.

### Correlation of ∆Lk^nuc^ with the genomic origin of nucleosomes

Next, we examined whether the nucleosome capacity to restrain ∆Lk would depend on their genomic origin. In this case, several unexpected correlations emerged (Fig. 5, Supplementary Data 3). Gene body nucleosomes constrained a mean ∆Lk^nuc^ of −1.29, which was distinct (*p* < 0.001) from the mean ∆Lk^nuc^ of −1.23 constrained by intergenic nucleosomes (Fig. 5a). 

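Nucleosome DNA from gene bodies restrained more ∆Lk than intergenic DNA. The mean was −1.29 in gene bodies (standard error 0.0145, n = 4313 fragments of 3174 nucleosomes) and −1.21 between genes (standard error 0.0112, n = 2463 fragments of 755). rDNA fragments outside annotated genes count as intergenic, as in Supplementary Data 3. Where rDNA and telomeric fragments were left out of both classes, the means were −1.30 and −1.26. MIC26, whose product belongs to the inner membrane organizing complex of mitochondria, had 34 fragments at position +3, with a mean of −1.08 (SD 0.361). The difference between gene bodies and intergenic DNA, −0.0772 (standard error 0.0184), had a permutation p = 0.0027, adjusted to 0.0081 over 3 comparisons, and without rDNA and telomeric fragments it was −0.0431 (permutation p = 0.18). It did not pass, either, in run 1 alone (−0.0714, adjusted permutation p = 0.077), with at least 50 reads in each section (−0.0723, 0.075), without the correction by the mean of each length (−0.0420, 0.36) or with the paper's ∆Lk values (−0.0424, 0.059). With each nucleosome counted once it passed at a smaller size, −0.0269 (adjusted permutation p = 0.0103).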

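rDNA fragments had a mean ∆Lk of −1.21 (standard error 0.00951, n = 2043 fragments of 117 nucleosomes). Over fragments, the means of the rRNA genes and of the spacers between them were −1.218 in RDN18, which encodes the 18S rRNA (n = 508), −1.223 in RDN25, which encodes the 25S rRNA (n = 1017), and −1.196 in the spacers (n = 413). Over fragments, the differences of these parts from all others did not pass, with adjusted permutation p of 0.65, 0.64 and 0.51. With each nucleosome counted once, RDN18 lay 0.169 higher than the others and passed (adjusted permutation p = 0.0013), as it did over the most abundant fragment of each nucleosome, chosen after seeing the data (0.236, adjusted permutation p = 0.0010). Single rDNA nucleosomes were spread more widely, from −0.994 at 458847 to 459066 to −1.56 at 460189 to 460477, both in the spacers (R64, chromosome XII). The difference of gene bodies from rDNA, −0.0813 (standard error 0.0175), had a permutation p = 0.054, adjusted to 0.081, so that it did not pass the test over nucleosomes. With the mean of each nucleosome counted once it was −0.0848 (adjusted permutation p = 0.0009). Intergenic DNA outside the rDNA differed from rDNA by 0.0156 (adjusted permutation p = 0.57), and with each nucleosome counted once the sign turned and the difference passed (−0.0554, adjusted permutation p = 0.0216). It also passed with that sign over the most abundant fragment of each nucleosome, chosen after seeing the data (−0.0826, adjusted permutation p = 0.0007). Since nearly all rDNA fragments occur in more than one repeat, their counts cannot be assigned to one place. Copies of a nucleosome in different repeats were moved as separate units, although they share sequence and counts, so that the p-values of all rDNA comparisons, above all those with each nucleosome counted once, are too low.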

The ∆Lk restrained by gene body nucleosomes (transcribed by Pol-II) was also different (*p* < 0.004) from the mean ∆Lk^nuc^ of −1.24 restrained by nucleosomes of rDNA genes (transcribed by Pol-I and -III) (Fig. 5a). Within gene body nucleosomes, there were also significant differences depending on the nucleosome position relative to the transcription start site (TSS) and termination site (TTS) (Fig. 5b). Nucleosomes at position −1 from TSS restrained a mean ∆Lk^nuc^ of −1.27, a value more similar to gene body than intergenic nucleosomes. 

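Position −1 had a mean ∆Lk of −1.268 (standard error 0.0157, n = 324 fragments of 223 nucleosomes), against −1.291 for all other gene fragments. With the most fragments at this position, 56, the nucleosome upstream of YLR154C-G, an open reading frame in the rDNA, had a mean of −1.23 (SD 0.333). Upstream of RPS16B, a gene of a ribosomal protein, and of PAU1, of a subtelomeric gene family, single fragments had −1.46 and −1.39. The difference of 0.0236 (standard error 0.0212) did not pass the test (permutation p = 0.44, adjusted over 5 positions to 0.53).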

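Position +1 had a standard error of 0.0141 around its mean ∆Lk over 377 fragments of 296 nucleosomes. The largest group, 27 fragments of TAR1, a gene antisense to the 25S rRNA, had a mean of −1.17 (SD 0.314). The class lay 0.0213 above the other gene fragments (standard error 0.0195, permutation p = 0.47, adjusted to 0.53), with a 95% interval from −0.0167 to 0.0578. Further into genes, the 1100 fragments of positions +3 to +5 had a mean of −1.274 and lay 0.0198 above the others (standard error 0.0209, permutation p = 0.53). With each nucleosome counted once, both differences turned to −0.00631 and −0.00596, and neither passed the test.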

Nucleosomes at position +1, stably positioned downstream of the TSS, also restrained a mean ∆Lk^nuc^ of −1.27, like the bulk of gene body nucleosomes. However, two gene body nucleosomes constrained ∆Lk values significantly more negative than the others. Nucleosomes at position +2 restrained a mean ∆Lk^nuc^ of −1.33 (*p* < 0.001), and terminal nucleosomes at the TTS restrained a mean ∆Lk^nuc^ of −1.32 (*p* < 0.008). 

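Position +2 had a mean ∆Lk of −1.34 (standard error 0.0609, n = 772 fragments of 419 nucleosomes), and terminal nucleosomes had −1.34 (standard error 0.0164, n = 307 fragments of 260). A pair of nucleosomes held many of the +2 fragments: that of LPX1 on chromosome XV, with 128 fragments and a mean of −1.71 (SD 0.407), and that of YLR438W on chromosome XII, with 102 fragments and a mean of −1.32 (SD 0.416). These means count scarce and abundant fragments alike. The most abundant insert of each lay above −1.26, at −1.045 in LPX1 and −1.040 in YLR438W. Without both nucleosomes, the +2 mean was −1.26 (n = 542 fragments). With each nucleosome counted once it was −1.27. Terminal fragments came from many nucleosomes with at most 10 fragments each, a number that the nucleosome of TAR1 had (mean −1.40). Against all other gene fragments, +2 differed by −0.0608 (standard error 0.0613, permutation p = 0.12) and the terminal class by −0.0572 (standard error 0.0211, permutation p = 0.099). Both had an adjusted p of 0.29 over 5 positions. Counted once per nucleosome, the terminal difference was −0.0638 (adjusted permutation p = 0.0005) and that of +2 was 0.0190 (adjusted permutation p = 0.33), and with at least 50 reads in each section the terminal one was 0.0197.

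**Figure D1:**
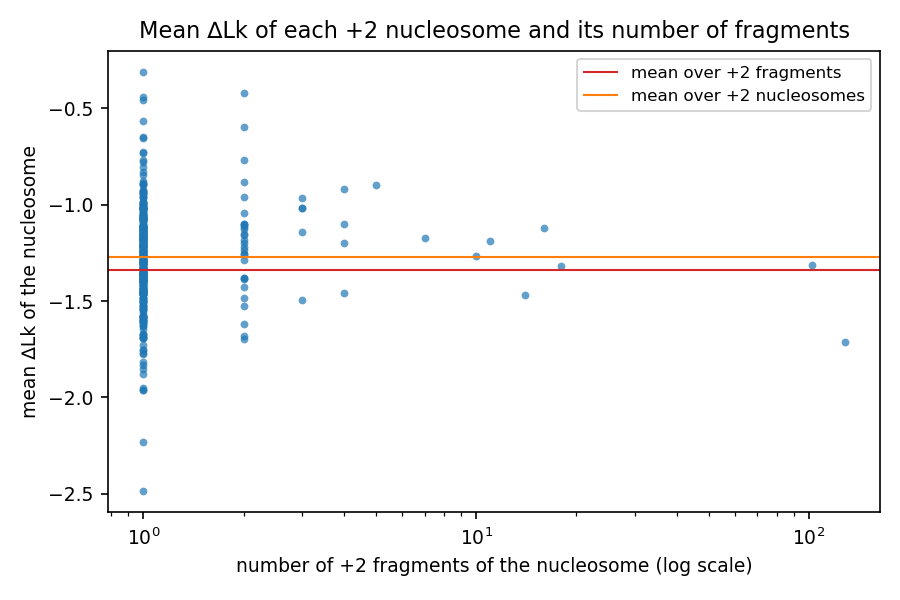
Mean ∆Lk of each +2 nucleosome against its number of +2 fragments (log scale). Points are nucleosomes, and lines mark the mean over fragments and the mean over nucleosomes. The nucleosomes with 128 and 102 fragments stand apart on the right, below most of the others.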

Lastly, Topo-seq uncovered that the nucleosomes from telomeric regions^23^ were those with the most atypical DNA topology. These nucleosomes presented short DNA sequences (136 bp on average) and a mean ∆Lk^nuc^ of −1.07, highly deviated (*p* < E−60) from the mean ∆Lk^nuc^ of −1.27 of non-telomeric nucleosomes (Fig. 5c). 

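Telomeric fragments restrained less ∆Lk, with a mean of −1.10 (standard error 0.0369, n = 698 fragments of 236 nucleosomes) and a mean length of 136 bp. Non-telomeric fragments had −1.27 (standard error 0.00921, n = 7664). The values rose toward the very ends: within 1 kb the mean was −0.881 (SD 0.512, n = 184 fragments of 41 nucleosomes, 59 of them from 2 nucleosomes) and −1.077 with each nucleosome counted once. Over fragments it was then −1.204 between 1 and 5 kb, −1.188 between 5 and 10 kb and −1.213 between 10 and 30 kb. At the right end of chromosome XIII (924305 to 924426, R64) the mean was 0.130 (SD 0.192, n = 3), but 0.0825 and −0.0451 in the single runs, so that its sign is open, and at that of chromosome I (230120 to 230218) it was −0.318 (n = 2). The ends were not uniform, with −1.43 at 839 to 992 on chromosome XV. The difference of telomeric from non-telomeric DNA was 0.174 (standard error 0.0380, permutation p = 0.00085). Without the correction by the mean of each length it was 0.125 and did not pass (permutation p = 0.0503), and over the most abundant fragment of each nucleosome, chosen after seeing the data, it was 0.0892. For the ends, the difference of 0.383 within 1 kb passed (permutation p = 5e-05, adjusted over 20 lists to 0.0010), and the other distances did not, with adjusted p of 0.35, 0.35 and 0.38. Counted once per nucleosome, ends within 1 kb and those between 1 and 5 kb (0.0780) passed (adjusted permutation p = 0.0010). Ends from 1 to 5 kb also passed without minor fragments, chosen after seeing the data (0.0752, adjusted permutation p = 0.041). The difference within 1 kb did not pass without the correction by the mean of each length (0.262, adjusted permutation p = 0.28), without the length correction (0.325, adjusted permutation p = 0.12) or with at least 50 reads in each section (0.316, adjusted permutation p = 0.14). Copies of a sequence at different ends were moved as separate units. The p-values here, above all those counted once per nucleosome, can therefore be too low.

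**Figure D2:**
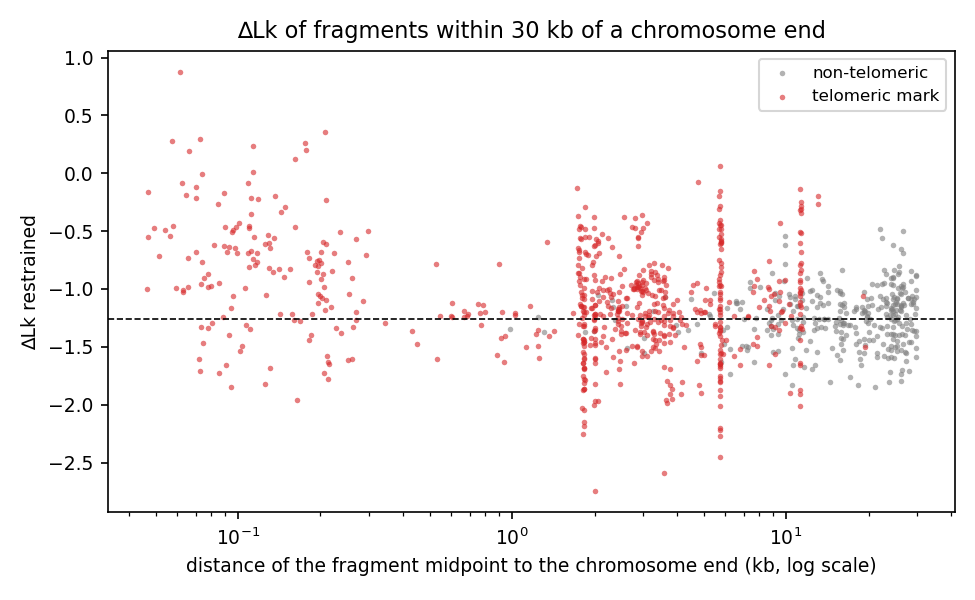
∆Lk of the 1014 fragments within 30 kb of a chromosome end against the distance of the midpoint to the end (kb, log scale), for 682 telomeric and 332 non-telomeric fragments. The dashed line marks −1.26. The highest values lie within 1 kb.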

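Among fragments of 135 to 140 bp, non-telomeric DNA had a mean ∆Lk of −1.22 (standard error 0.0217, n = 556 fragments of 427 nucleosomes), and telomeric DNA had −1.14 (standard error 0.0602, n = 72 of 48). Telomeric fragments of all lengths lay 0.127 above the non-telomeric ones of this length (standard error 0.0428, permutation p = 0.0079). Without the correction by the mean of each length, this difference turned to −0.0254 (permutation p = 0.61). Set against non-telomeric fragments of its own length, the average telomeric fragment lay 0.151 higher (permutation p = 0.018). With telomeric fragments of 135 to 140 bp alone, the difference was 0.0830 (permutation p = 0.20). Counted once per nucleosome, telomeric DNA of all lengths differed from the short non-telomeric DNA by −0.00643 (permutation p = 0.75). In that setting, short nucleosomes are those whose fragments have a mean length of 135 to 140 bp. Where only fragments of 135 to 140 bp were averaged, another set, the means over nucleosomes were −1.061 for telomeric and −1.177 for non-telomeric DNA, a gap that was not tested. Telomeric nucleosomes of all lengths had a mean of −1.168, slightly above that −1.177. The sign of the difference counted once per nucleosome thus depended on how short nucleosomes were taken.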

The topology of telomeric nucleosomes was significantly distinct even when compared to short nucleosomal DNAs of non-telomeric regions (Supplementary Fig. 11).

**Fig. 5:**
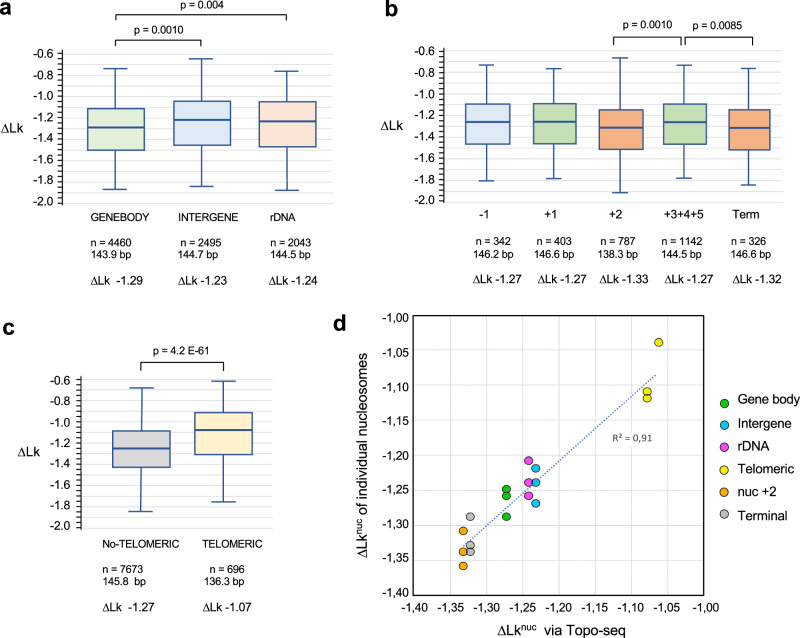
∆Lk correlation with the native genomic allocation of nucleosomes. **a** ∆Lk restrained by gene body (*n* = 4460), intergenic (*n* = 2495) and rDNA nucleosomes (*n* = 2043). **b** ∆Lk restrained nucleosomes at positions −1 (*n* = 342), + 1 (*n* = 403), + 2 (*n* = 787), +3 to +5 (*n* = 1142) relative to the TSS and the TTS (Term). **c** ∆Lk restrained by non-telomeric (*n* = 7673) and telomeric nucleosomes (*n* = 696). In (**a**–**c**) box plots, the centre line denotes the median value, while the box marks the 25th (upper limit) to 75th (lower limit) percentiles of the dataset. The black whiskers mark the 5th and 95th percentiles. In (**a**–**b**), *p*-values were determined by two-sided ANOVA with Tukey’s test. In (**c**), the *p*-value was determined by an unpaired two-sided *t*-test. The bottom rows in (**a**–**c**) indicate the number (*n*), average sequence length (bp) and mean ∆Lk of nucleosomes in each class. The ∆Lk^nuc^ and genomic allocation of individual nucleosomes are described in Supplementary Data 3. **d** Correlation of ∆Lk^nuc^ values obtained via Topo-seq with those calculated via the analyses of individual Lk distributions (see Supplementary Fig 12). The scatter plot shows the Lk^nuc^ of 18 representative nucleosomes (3 gene body, 3 intergenic, 3 rDNA, 3 telomeric, 3 nuc+2, 3 terminal) obtained by both procedures. Nucleosome coordinates and ∆Lk^nuc^ values are specified in Supplementary Table 1. Source data are provided as a Source data file.

### Validation of the ∆Lk^nuc^ dependence on the origin of nucleosomes

To validate the location-dependent differences of ∆Lk^nuc^ uncovered by Topo-seq, we measured the ∆Lk^nuc^ of individual nucleosomes of each genomic region. We chose 18 nucleosomes (3 gene boby, 3 intergene, 3 rDNA, 3 telomeric, 3 nuc+2, 3 terminal), whose ∆Lk^nuc^ value determined via Topo-seq was representative of the mean ∆Lk^nuc^ of their corresponding region (Supplementary Table 1). We amplified and inserted these sequences (147 bp in length) in the YCp1.3 plasmid, transformed yeast cells and examined the individual Lk distributions of the resulting minichromosomes (Supplementary Fig. 12). 

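The listed fragment of each of the 18 nucleosomes was present in the counts with the same coordinates. The lowest recomputed values were those of SUT174 (−1.36), IML1 (−1.35) and YFR057W (−1.34), a terminal and a pair of +2 nucleosomes. The highest were those of the telomeric nucleosomes in YRF1-8 (−1.126) and YHR218W (−1.129 at position +9). The other nucleosome of YHR218W, at position +7, had −1.28 (counting SD 0.0651), and the paper's values are −1.06 by Topo-seq and −1.04 by gel. Its sequence occurs 16 times in the genome, and those of the nucleosomes in YRF1-8 and at position +9 occur 15 times each. Their counts therefore cannot be assigned to the listed place. Over all 18, recomputed and gel values correlated with Pearson r = 0.646 (permutation p = 0.0030) and Spearman rho = 0.770 (permutation p = 0.00029), which makes the squared r 0.417. Without the 2 nucleosomes farthest from the median, r was 0.457 (permutation p = 0.063) and rho was 0.729. Without the nucleosome at position +7 of YHR218W alone, left out after its value was seen because its primers match another place better, r was 0.884 and its square 0.781. Over the 15 outside telomeres, r was 0.821 (permutation p = 0.0003) and its square 0.674. In run 2 alone, r was 0.445 (permutation p = 0.068). The reads behind single values were few in some cases, with 33 and 21 in YFR057W.

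**Figure D3:**
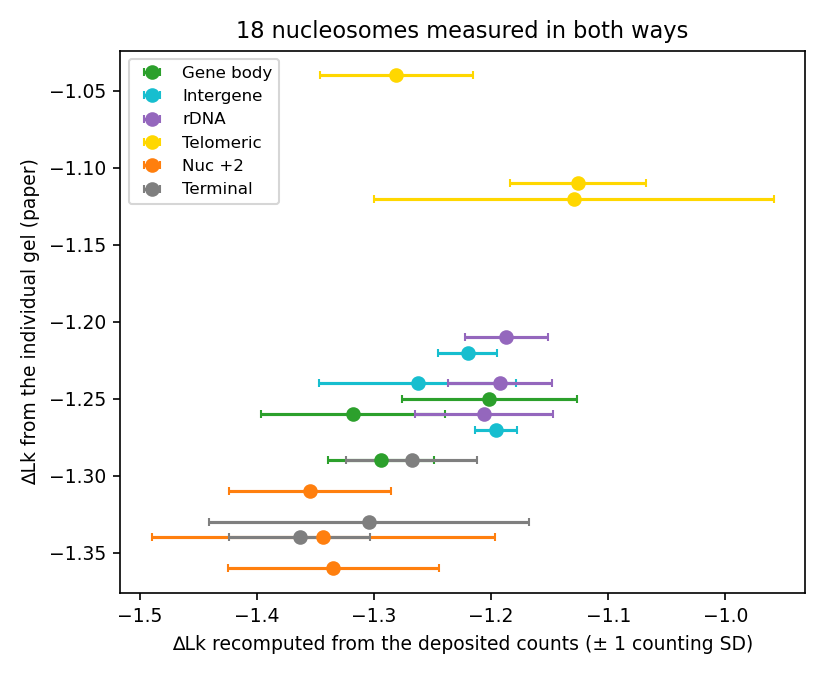
∆Lk of the 18 nucleosomes from the individual gels of the paper against ∆Lk recomputed from the deposited counts. Bars show 1 counting SD, and colours mark the 6 classes. The telomeric nucleosome at −1.28 lies apart from the rest.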

The ∆Lk^nuc^ values of these 18 nucleosomes presented a good correlation (R^2^ ≈ 0.9) with the ∆Lk^nuc^ values calculated via Topo-seq (Fig. 5d). These results confirmed that the intrinsic capacity of nucleosomes to restrain DNA supercoils depends on their genomic origin; and proved that Topo-seq is a faithful high-throughput procedure to examine the topology of circular DNA libraries.

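By class, the means of the recomputed ∆Lk over 3 nucleosomes each were −1.34 (SD 0.0100) for position +2, −1.31 (SD 0.0482) for terminal nucleosomes, −1.271 (SD 0.0614) for gene bodies, −1.226 (SD 0.0337) for intergenic DNA, −1.195 (SD 0.00996) for rDNA and −1.18 (SD 0.0886) for telomeric DNA. The paper's gel values had class means of −1.337, −1.32, −1.267, −1.243, −1.237 and −1.09. The telomeric gel mean includes the −1.04 listed for position +7 of YHR218W, whose primers match a place on chromosome XIII better. Each set orders the classes in the same way. The authors chose these nucleosomes because their Topo-seq value was close to the mean of the class, so they are not a random draw from it. From the means by region and the correlation of Topo-seq with single gels (Fig. 5), the paper concludes that the restrained ∆Lk depends on genomic origin and that the method is faithful.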

## Discussion

Our study provides two advances toward the unravelling of intracellular DNA topology. First, it shows the feasibility of Topo-seq, a high-throughput procedure for examining topolomes. Second, it demonstrates that DNA retains a topological memory of its deformation by chromatin.

To date, gel electrophoresis of circular DNA molecules is the only procedure to quantitatively characterize changes in the linking number (supercoiling) and the degree of entanglement (knotting or catenation) of DNA. Therefore, to examine local DNA topology within cellular chromosomes, one strategy has been popping out DNA rings at specific chromatin regions^24–26^. However, this procedure would be extremely tedious, if not impracticable, for conducting genome-wide analyses of DNA topology. Topo-seq relies on the sequencing of DNA topoisomers eluted from distinct sections of one gel electrophoresis and, therefore, permits inspecting the topology of multiple DNA molecules at once. We show that DNA amounts as little as 0.1 ng, comprising a library of thousands of DNA constructs, can be eluted from an agarose gel and processed for high-throughput sequencing. Since the calculation of ∆Lk values derives from the partition probability of each sequence in different gel sections, these ratios can be calculated regardless of the abundance of each sequence in the initial library pool. In the present study, since the circular DNAs containing the nucleosome DNA library were of similar length (about 1.5 kb), we resolved the pool of ∆Lk distributions in a one-dimensional gel and then cut it into two sections at the level of the global Lk mean. We then applied corrections for the little length differences, which effect on DNA migration was always smaller than the gel distance between individual Lk topoisomers. However, for future developments of Topo-seq, DNA libraries containing constructs of multiple lengths (1 to 15 kb) could be analysed by cutting the gel into many small sections such that the position and abundance of any DNA topoisomer could be determined irrespective of its size. Another possibility is running the DNA library in a two-dimensional gel. In this case, Lk distributions would resolve into a diagonal of arched ladders, such that Lk topoisomers from one DNA length do not overlay with those of another.

After calculating the ∆Lk values constrained by our nucleosome DNA library, we found structural and functional correlations that validated the reliability of Topo-seq. Importantly, since we interrogated the nucleosomes outside their native genomic locus, the restrained ∆Lk values had to rely on the intrinsic traits of their DNA sequences. In this respect, since high GC content makes the DNA stiffer^27,28^, the increased GC content of nucleosomes restraining less negative ∆Lk values might reflect a reduced capacity of DNA to completely or stably wrap around histone cores. As expected, the nucleosome DNA library exhibited a 10–11 bp periodicity of AA/TT/TA dinucleotides, which is known to favour nucleosome positioning and stability^21,22^. But, curiously, this dinucleotide pattern did not correlate with the capacity to restrain ∆Lk. Only the nucleosomes constraining less negative ∆Lk values presented atypical dinucleotide periodicities, which emerged from the repetitive DNA sequences of telomeric regions, as discussed below. Therefore, nucleosome DNA topology might not only depend on dinucleotide parameters, which are also weak predictors of the intrinsic cyclability of DNA^29^. Moreover, the no correlation between the nucleosome capacity to restrain ∆Lk and their native genomic stability also denoted these are independent structural traits. Conceivably, positional stability depends on the central turn of DNA around the H3-H4 tetramer; and DNA topology mainly relies on interactions with the H2A-H2B dimers configuring the geometry of nucleosome entry and exit DNA segments.

In contrast to the nucleotide composition, the genomic origin of nucleosomes presented striking correlations to their intrinsic capacity to restrain ∆Lk (Fig. 6). The gene body nucleosomes (mean ∆Lk^nuc^ of −1.29) are distinct from the intergenic ones (mean ∆Lk^nuc^ of −1.23). If this difference relies on the extent of DNA wrapping (∆Wr) and the subsequent different orientations of DNA entry and exit segments, nucleosome arrays in genic and intergenic regions must adopt distinct architectures. Interestingly, this inference might relate to the distinctive folding motifs described in yeast chromatin, where the gene body nucleosomes tend to present tetrahedron folds and the intergenic ones rhomboidal folds^16^ (Fig. 6). The distinct DNA topology of gene body and intergenic nucleosomes could also reflect that the firsts are suited to confront the torque generated during DNA transcription^30^ and to facilitate DNA tearing by transcribing RNA polymerases^31^. However, the topology of gene body nucleosome is not observed in the rDNA genes (mean ∆Lk^nuc^ of −1.24). Since rDNA nucleosomes are evicted by the transcribing trains of RNA polymerase I^32,33^, their distinctive DNA topology probably reflects this unique biophysical context, quite different from genes transcribed by RNA polymerase II.

**Fig. 6:**
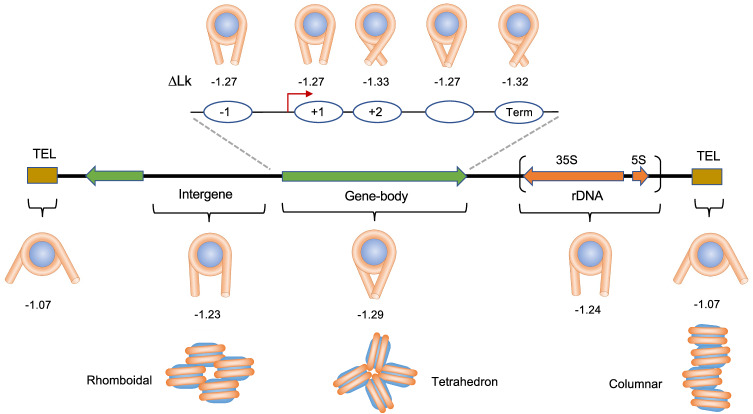
Models of nucleosomal DNA topology depending on their genomic origin. The ∆Lk^nuc^ values of nucleosomes are interpreted and modelled as different capacities to wrap the DNA (brown) around a histone core (blue). Tetra-nucleosomes illustrate chromatin folding motifs proposed for gene bodies (tetrahedron), intergenic regions (rhomboidal) and telomeric chromatin (columnar).

Within gene body nucleosomes, we expected nucleosomes at positions −1 and +1 relative to the TSS would have singular DNA topologies since they delimit a nucleosome-free region (NFR) in most gene promoters^17,34,35^. Their position relies on transcription factors and chromatin remodelling activities that push them out of the NFR^36–39^. The +1 nucleosomes also interact with the transcription preinitiation complex (PIC)^40,41^. However, the intrinsic capacity of the −1 and +1 nucleosomes to restrain ∆Lk is similar to that of most gene body ones. In contrast, Topo-seq uncovered singular DNA topologies for nucleosomes at positions +2 and the TTS. The case of the +2 nucleosomes (∆Lk^nuc^ = −1.33) is striking because they presented DNA sequences shorter (138,3 bp) than the global average and still restrained more negative ∆Lk values than any other nucleosome. The +1 and +2 nucleosomes have high positional stability^35^ and are recognized as a dinucleosome by remodelling complexes^36,42^. This feature and a plausible role in the promoter-proximal pausing of RNA Polymerase II^43,44^ might explain the singular topology of +2 nucleosomes. Regarding the TTS nucleosomes, their high capacity to restrain DNA supercoils (∆Lk^nuc^ = −1.32) likely relates to their role as transcription elongation barriers. Interestingly, their capacity to mark transcription termination depends on a proper configuration of their DNA entry-exit site and, thus, their DNA topology^45^.

Lastly, Topo-seq uncovered nucleosomes from telomeric regions^23^ as those with the most unusual DNA topology (∆Lk^nuc^ = −1.07). Remarkably, these nucleosomes presented shorter DNA sequences (1363 bp) than the non-telomeric ones; and exhibited unusual patterns of dinucleotides since they host abundant short DNA sequence repeats^46^. Therefore, their reduced capacity to restrain ∆Lk likely reflects an incomplete or distinctive wrapping of the DNA (Fig. 6). Their peculiar DNA topology might relate to the recently reported columnar architecture of telomeric chromatin^47^ that shows nucleosomes stacked on each other with a repeat length of about 132 bp, letting the DNA wound as a continuous superhelix (Fig. 6).

Taken together, the correlations of ∆Lk^nuc^ with the genomic origin of nucleosomes demonstrate that some aspects of the native chromatin context are imprinted on the topology of nucleosomal DNA, such that they reverberate when nucleosomes are placed outside their natural genomic loci. In the same way that dinucleotide periodicity has been optimized for wrapping nucleosomal DNA around histone cores, other traits of the nucleosomal DNA sequences might have been adjusted to adapt nucleosomes to specific chromatin configurations or genomic environments. Therefore, since the intrinsic topology of nucleosomal DNA retains a memory of its native allocation, this inherent trait of nucleosomes becomes a new determinant of chromatin architecture. However, note that the ∆Lk^nuc^ values measured in the minichromosome hosting the nucleosome DNA library are not necessarily equal to the ∆Lk^nuc^ of the nucleosomes in their native allocation, where each nucleosome interplays with its corresponding chromatin environment. Likewise, note that the ∆Lk^nuc^ values of some nucleosomal DNA sequences could be also altered by the recruitment of additional DNA binding factors, nucleosome remodelling activities or reflect partial nucleosome occupancy. We foresee that applying Topo-seq to more extensive libraries of chromatin elements, in combination with chromatin immunoprecipitation or other biochemical selectors of chromatin composition, will provide unprecedented insights into the interplay of chromatin and DNA topology genome-wide. Ultimately, the need for circular minichromosomes to host these libraries could be dispensable if, for instance, the bulk of intracellular chromatin is fragmented and circularised in situ. In this case, upon running an entire genomic pool of DNA rings in a single gel electrophoresis, Topo-seq could readily disclose the topolome of any cell type.

## Methods

### Construction of the nucleosome DNA library

*Saccharomyces cerevisiae* FY251 cells (*MATa his3-*∆*200 leu2-D1 trp1-*∆*63 ura3–52*) were grown at 28 °C in 250 ml of rich medium until OD 1.0. Cells were collected, washed with water, and incubated with 80 ml of 1 M Sorbitol, 30 mM DTT for 15 min at 28 °C. Next, 625 U of Lyticase (Sigma-Aldrich L2524) and 10 μL of 4 M NaOH were added to the cell’s suspension, and the incubation continued until >80% of cells converted into spheroplasts. Spheroplasts were washed with 1 M Sorbitol and resuspended in 1.5 ml of hypotonic lysis buffer (1 mM CaCl_2_ 5 mM KH_2_PO_4_ 1 mM PMSF) at 24 °C. After adding 30 units of micrococcal nuclease (Sigma-Aldrich N3755), the lysate was incubated at 24 °C. Aliquots of 300 µl were quenched with 20 mM EDTA 1% SDS at different incubation times (3 to 30 min). Gel electrophoresis of digested chromatin was done in 1% agarose in TBE buffer, at 80 V for 3 h. Mono-nucleosome DNA fragments (about 150 bp in length) produced at successive digestion times were gel-eluted and pooled. The DNA ends produced by micrococcal nuclease were repaired by removing terminal 3’-phosphates with T4-polynucleotide kinase and filled with Klenow and T4-DNA polymerase activities. The resulting A-tailed DNA fragments were ligated to T-tailed adaptors that provided degenerated *Asc1* or *BamH1* ligation ends (see Supplementary Fig. 1). The adapted DNA fragments were inserted between the *Asc1* and *BamH1* sites of the YCp1.3 DNA (1341 bp), which was hosted in a bacterial plasmid. After amplifying these plasmids in *E. coli* cells, they were digested with *Not1* to release DNA segments of about 1.55 kb that comprised YCp1.3 with the inserted library of mono-nucleosome DNAs (≈ 200 bp). These DNA segments were gel purified and circularised by ligating their *Not1* ends.

### Extraction of minichromosome DNAs hosting the library

Monomeric circles of YCp1.3 hosting the nucleosome DNA library were gel-purified and used to transform FY251 via electroporation. About ten thousand colonies were collected from agar plates containing yeast synthetic media (TRP dropout). These colonies were pooled, washed with water, resuspended in 200 ml of TRP dropout and incubated at 28 °C for 2 h. The cells were then fixed by mixing the suspension with one cold volume (−20 °C) of ET solution (Ethanol 95%, Toluene 28 mM, Tris HCl pH 8.8 20 mM, EDTA 5 mM). The cells were sedimented at room temperature, washed twice with water, resuspended in 400 µl of TE, and transferred to a 1.5-ml microfuge tube containing 400 µl of phenol and 400 µl of acid-washed glass beads (425–600 µm, Sigma). Mechanic lysis of >80% cells was achieved by shaking the tubes in a FastPrep® apparatus for 10 s at power 5. The aqueous phase of the lysate was collected, extracted with chloroform, precipitated with ethanol, and dissolved in 100 µl of TE containing RNAse-A. After a 15-min incubation at 37 °C, the samples were extracted with phenol and chloroform, the DNA precipitated with ethanol and dissolved in 50 µl of TE.

### Construction of minichromosomes hosting individual nucleosomes

Individual nucleosomal DNA sequences of specific length were obtained from yeast genomic DNA via PCR amplification (NEB Taq Polymerase) by using the primers described in Supplementary Table 1. The resulting A-tailed DNA fragments were ligated to T-tailed adaptors to be inserted between the *Asc1* and *BamH1* sites of the YCp1.3 DNA, as described above. Yeast cells transformed with minichromosomes hosting the individual nucleosomes were grown in 20 ml of TRP dropout at 28 °C. When the cultures reached the exponential phase (OD ≈ 1), the cells were fixed and the minichromosome DNAs were extracted as described above.

### Electrophoresis of *Lk* distributions

The DNA of minichromosomes that hosted individual nucleosomes or the nucleosome DNA library was loaded onto 1.4% (w/v) agarose gels. Electrophoreses were carried out at 2.5 V/cm for 18 h in TBE buffer (89 mM Tris-borate and 2 mM EDTA) containing 0.55 µg/ml chloroquine. Gels were blot-transferred to a nylon membrane and probed at 60 °C with the YCp1.3 DNA labelled with AlkPhos Direct (GE Healthcare®). Chemiluminescent signals of increasing exposure periods were recorded on X-ray films. Non-saturated signals of individual Lk topoisomers and bins of pooled Lk distributions were quantified with ImageJ. The Lk mean of the Lk distributions was determined as previously described^18^ and illustrated in Supplementary Fig. 4.

### Topo-seq

About 500 ng of yeast DNA, including that of minichromosomes hosting the nucleosome DNA library (about 0.5 ng), were loaded in two adjacent lanes of a gel containing 1.4% (w/v) agarose (Ultrapure grade, nzytech® MB05202) and electrophoresed at 2.5 V/cm for 18 h in TBE buffer. The gel slab of the first lane was kept at 4 °C in TBE, while the second lane was blot-transferred and probed to determine the position of the Lk mean of the overlapping Lk distributions. The gel slab of the first lane was then cut at the level of this Lk mean in two sections (A and B) of about 25 × 10 × 4 mm each, such that section A contained the top half of the overlapping Lk distributions; and section B, the bottom half. DNAs from both gel sections were eluted and captured using the Geneclean II kit®. DNA fragments of the nucleosome DNA library present in each section were amplified via PCR (NEB Taq Polymerase) by using as primers the sequences of the *Asc1* and *BamH1* adaptors described in Supplementary Fig. 1. The obtained amplicons of about 200 bp were sequenced in duplicate on two Flowcell Lane Index units (Illumina MiSeq v2 2×150 pb, paired-end reads) and the resulting FASTQ data subjected to QC using Cutadapt (1.12). The reads from two Flowcell lanes (sequencing replicates 1 and 2) were combined into a unique analysis dataset. The library sequences were then mapped to the *Saccharomyces cerevisiae* reference genome (R64-1-1 from Ensembl Genomes) using bowtie (v1.1.2). Once nucleosome coordinates were established, alignment and size statistics were calculated using SAMTools and Picard. Subsequent analyses were performed by integrating published nucleosome data sets^13,48^ and using BEDTools (v2.27) and Galaxy. The calculation of ∆Lk values using the Topo-seq DNA sequencing data is described in the results section and Supplementary Data 2. This process includes cunning the relative abundancies of nucleosomal DNA sequences in the gel sections A and B, the conversion of these partition probabilities into Z scores of a normal distribution, the transformation of Z scores into Lk values, and the adjustment of these ∆Lk values to take into account the length differences within the library of nucleosomal DNA sequences.

### ∆Lk modelling of nucleosomes

To model restrained ∆Lk values as a function of ∆Wr, the value of ∆Tw was fixed to +0.2 and restrained ∆Wr values were calculated from ∆Wr = N(1–sin ∂). The number of wrapped super-helical turns (N) was depicted as the length of the arcs in contact with the cylindrical histone core, leaving the entry and exit segments of DNA as detached tangents and with a pitch angle (∂) of 4^o^. As super-helical turns are left-handed, N < 0. The pitch angle (∂) of the super-helical turns was calculated from the height at the entry and exit points of 1.56 super-helical turns. To model the restrained ∆Lk as a function of ∆Tw, the nucleosome ∆Wr was fixed to −1.46 (= −1.56 (1–sin 4^o^) and restrained ∆Tw values of 0 and +0.4 were illustrated as the twisting angle observed at the entry and exit segments of DNA relative to ∆Tw in the cannon nucleosome (∆Tw = +0.2).

### ∆Lk correlation with DNA composition and nucleosome origin

Sequence properties of nucleosome DNAs including GC content, dinucleotide frequency and periodicity were analysed in R using the seqinR package. Mean dinucleotide frequencies were calculated for nucleosome ∆Lk values split into five quantiles. Dinucleotide periodicities were measured as the mean distance (in bps) of consecutive dinucleotides of the same type and calculated for nucleosome ∆Lk values split into ten quantiles. The native allocation of identified nucleosomes within a gene body, intergenic region and rDNA genes was defined by Jiang and Pugh (2009). Positional fuzziness of nucleosomes was determined as the standard deviation in bp of the nucleosome position from the 6 datasets compiled by Jian and Puhg^13^. Nucleosomes of telomeric regions were as defined in The *Saccharomyces* Genome Database (SGD)^23^. Statistic tests for the significance of ∆Lk correlations are described in the figure legends.

### Statistics and reproducibility

Statistical tests were performed using Microsoft Excel version 16.7, GraphPad Prism version 8.0, and IBMSPSS Statistics version 19.0. The statistical test used for the data shown in each figure is noted in the corresponding figure legend, and significant statistical differences are noted as *p*-values. When indicated, values are reported as mean values ± standard deviation. No data were excluded from the analyses. The Topo-seq analysis was conducted once using the described library of nucleosomal DNAs. The reproducibility of the library results was validated by examining individual representative nucleosomes.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The data generated in this study are available with this manuscript and its Supplementary Information. Source data have been deposited in NCBI’s Gene Expression Omnibus^49^ and are accessible through GEO Series accession number GSE228623. Source data are provided with this paper.

# Supplementary material for: Nucleosomal DNA has topological memory
**Source:** Nat Commun. 2024 May 28;15:4526. doi: 10.1038/s41467-024-49023-4
**Supplement:** Supplementary file 1 — Supplementary Information

Nucleosomal DNA has topological memory

Joana Segura^{1,3}, Ofelia Díaz-Ingelmo¹, Belén Martínez-García¹, Alba Ayats-Fraile¹, Christoforos Nikolaou² & Joaquim Roca^{1*}

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

Supplementary Fig. 5

Supplementary Fig. 6

Supplementary Fig. 7

Supplementary Fig. 8

Supplementary Fig. 9

Supplementary Fig. 10

Supplementary Fig. 11

Supplementary Fig. 12

Supplementary Table 1

a

Adaptor with *Bam*HI cohesive-end ligatable but not recutable

```

5'      *GGACGATTACAGCTACGTG      3'
3'      TCCTGCTAATGTCGATGCACCTAG  5'

```

Adaptor with *Asc*I cohesive-end ligatable but not recutable

```

5'      *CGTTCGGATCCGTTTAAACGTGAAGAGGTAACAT      3'
3'      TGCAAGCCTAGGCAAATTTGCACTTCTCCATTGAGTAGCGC  5'

```

b

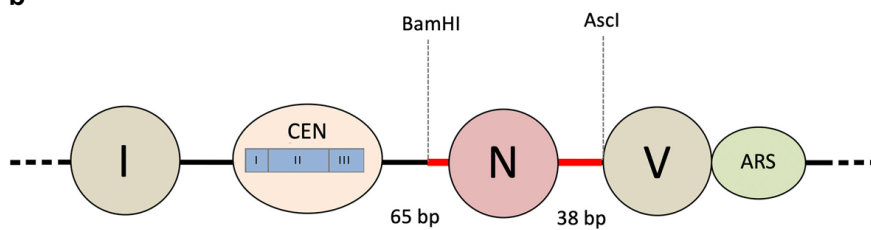

Supplementary Fig. 1. Insertion of the nucleosome library into YCp1.3. **a**, DNA adaptors ligated to A-tailed nucleosome DNA fragments to generate *Bam*HI and *Asc*I cohesive ends. **b**, Position of the nucleosome library between nucleosome V and CEN2 of YCp1.3. These two well-structured and positioned elements minimize plausible interferences of the nucleosome library with the functional units of the minichromosome. The lengths (bp) of the resulting linker DNA segments are indicated.

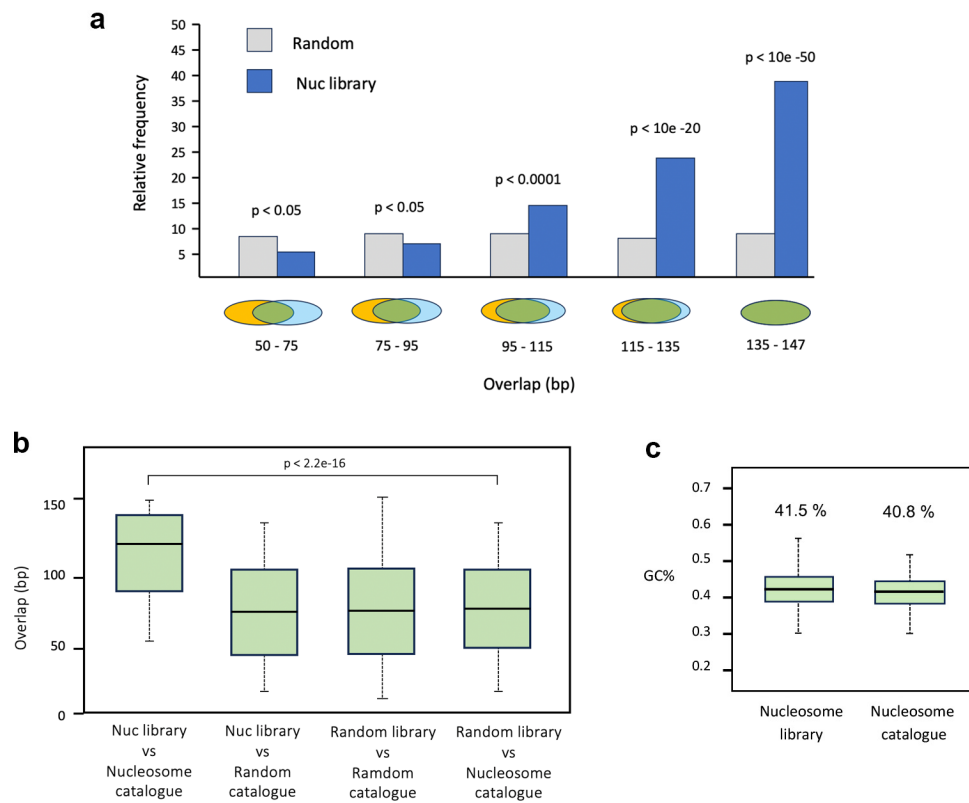

Supplementary Fig. 2. Correspondence of the nucleosome library coordinates with previously referenced nucleosomes. **a**, Degree of overlap (number of bp) of the nucleosomal DNA library coordinates with those of the catalogue of Jiang and Pugh (2009), which compiled six sets of nucleosome maps generated from different laboratories using different technologies. As a negative control, the overlap of the same number of fragments with randomized coordinates is shown. The indicated p -value was determined by an unpaired two-tailed t -test. **b**, Comparison of the overlapping (number of bp) of the nucleosome library with the reference catalogue of nucleosomes, and with randomized coordinates in the genome ($n=8369$). As negative controls, the overlap of a random library of coordinates with randomized coordinates in the genome and with the reference catalogue of nucleosomes are shown. The indicated p -value was determined by an unpaired two-tailed t -test. **c**, GC-content (%) of the nucleosomal DNA library and that of the full catalogue of nucleosomes ($n=8369$). In the box plots (b, c), the centre line denotes the median value, while the box contains the 25th (upper limit) to 75th (lower limit) percentiles of the dataset. The black whiskers mark the 5th and 95th percentiles. Source data are provided as a Source Data file.

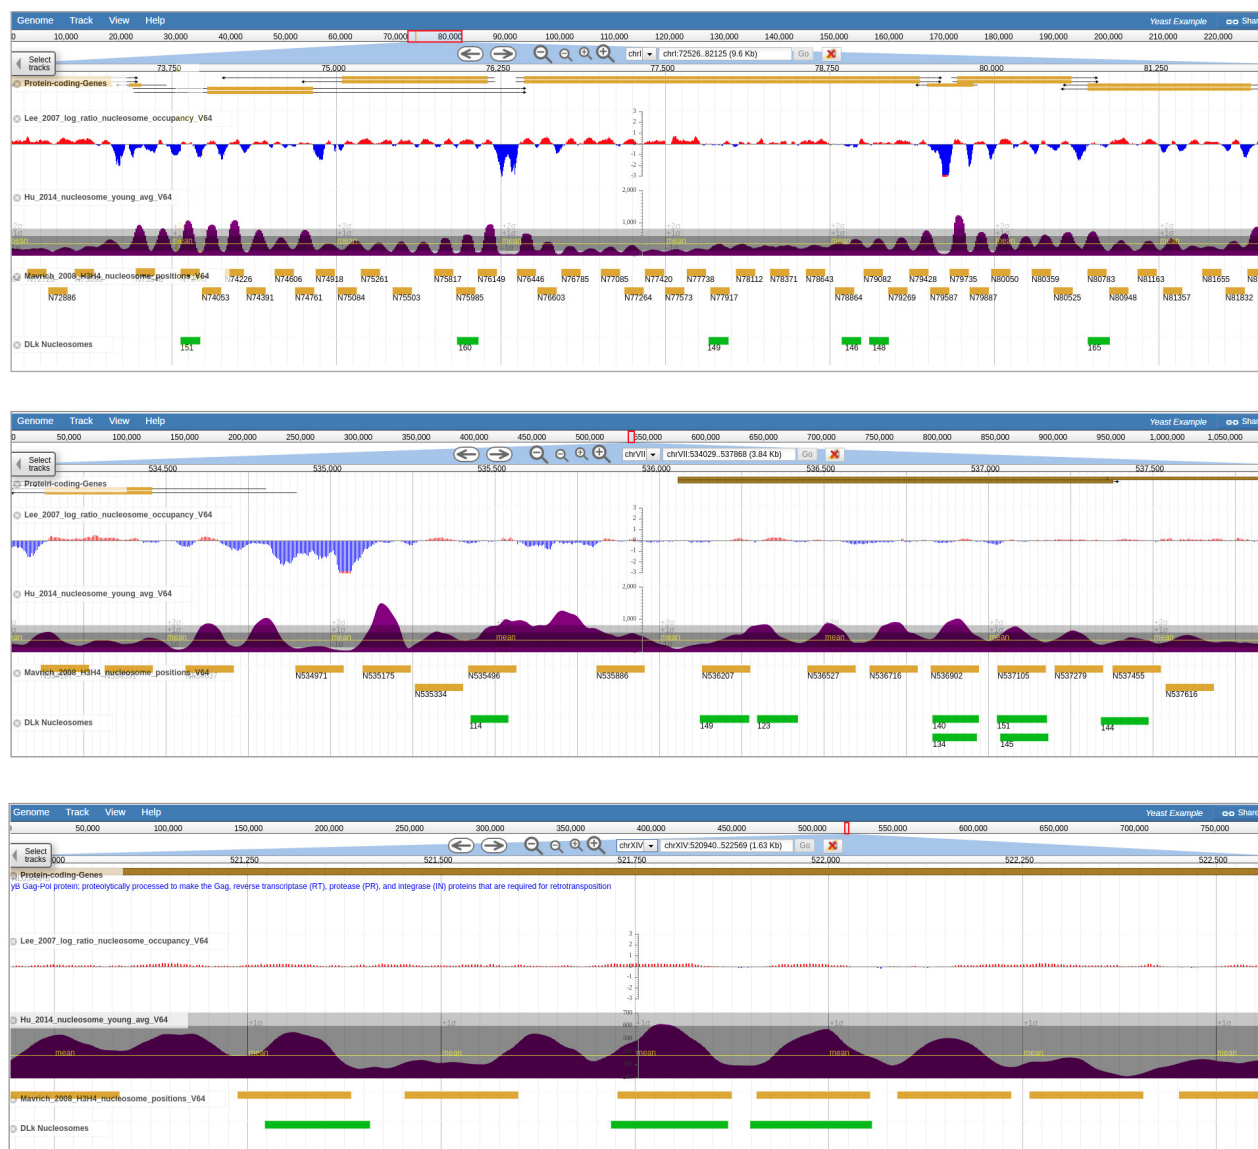

Supplementary Fig. 3. Comparison of the nucleosomal DNA library with previously reported nucleosome occupancy maps. The dataset of nucleosome coordinates (Supplementary Data 1) was uploaded to the Yeast Genome Browser (<https://browse.yeastgenome.org/>). The 3 snapshots show particular chromosomal regions with a relatively high density of the uploaded nucleosomes (green tracks). For comparison, the snapshots include three different published nucleosomal maps (Lee 2007; Hu 2014, Mavrich 2008) obtained by micrococcal nuclease digestion.

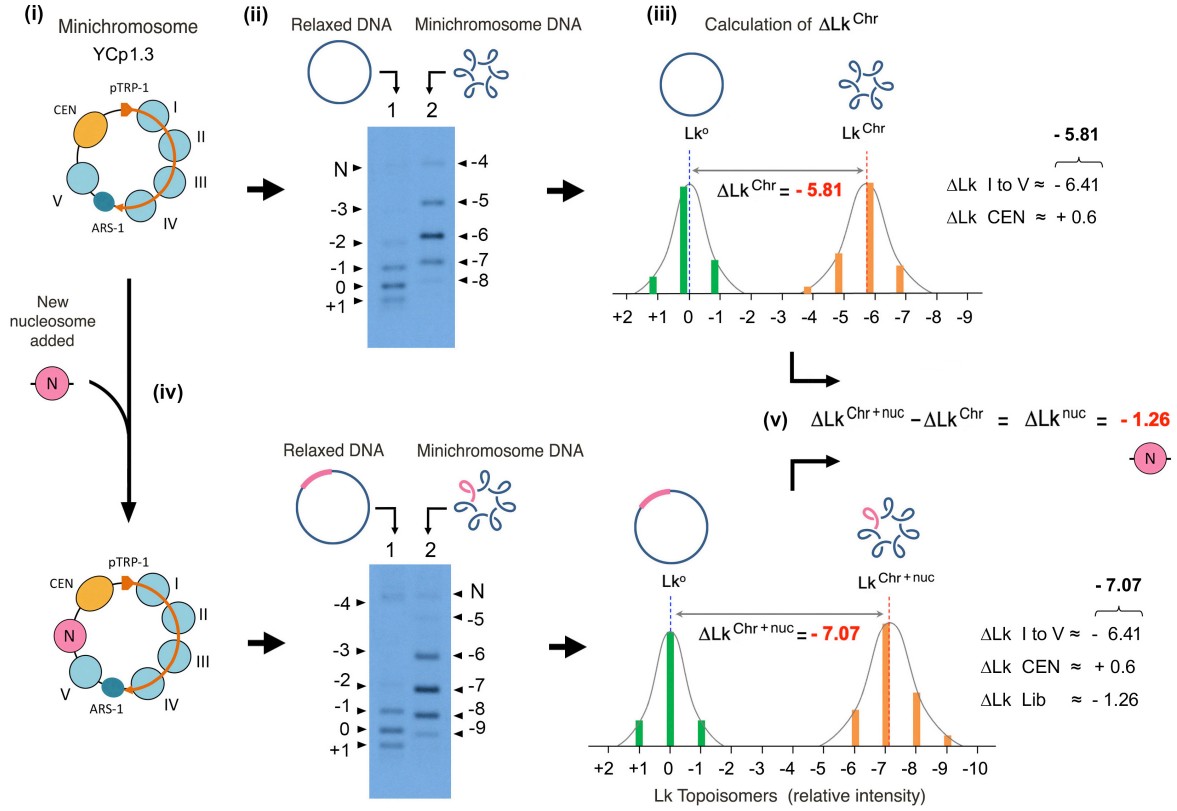

Supplementary Fig. 4. Experimental layout to calculate the ΔLk restrained by nucleosomes *in vivo*. In a circular minichromosome (i), the DNA linking number difference constrained by its chromatin elements (ΔLk^{Chr}) is calculated by comparing, via gel electrophoresis (ii), the Gaussian distribution of Lk topoisomers of the DNA relaxed *in vitro* (lane 1) with that of the minichromosome DNA fixed *in vivo* (lane 2). The gel position of the Lk mean of the relaxed DNA (Lk^0) and that of the minichromosome DNA (Lk^{Chr}) is determined by plotting the intensities of their corresponding Lk topoisomers along a scale of ΔLk units (iii). ΔLk^{Chr} is the distance in Lk units between the two means ($Lk^0 - Lk^{Chr} = \Delta Lk^{Chr}$). In the YCp1.3 minichromosome, the ΔLk^{Chr} value of -5.81 results from the ΔLk restrained by the point centromere (+0.6) and the ΔLk restrained by the segment I to V (-6.41). Upon adding a new nucleosome (≈ 150 bp) (iv), the absolute Lk of the DNA circle increases by about 14 units ($\approx 150 \text{ bp} / 10.5 \text{ bp per helical turn}$). The gel position of the Lk mean (Lk^0) of this larger DNA and the corresponding minichromosome DNA ($Lk^{Chr+nuc}$) are again determined to obtain $\Delta Lk^{Chr+nuc}$. The resulting difference between ΔLk^{Chr} and $\Delta Lk^{Chr+nuc}$ equals ΔLk^{nuc} , the ΔLk restrained by the added nucleosome (v). ΔLk^{nuc} is about -1.26 for most nucleosomes, as previously reported by Segura *et al* (2018). Source data are provided as a Source Data file.

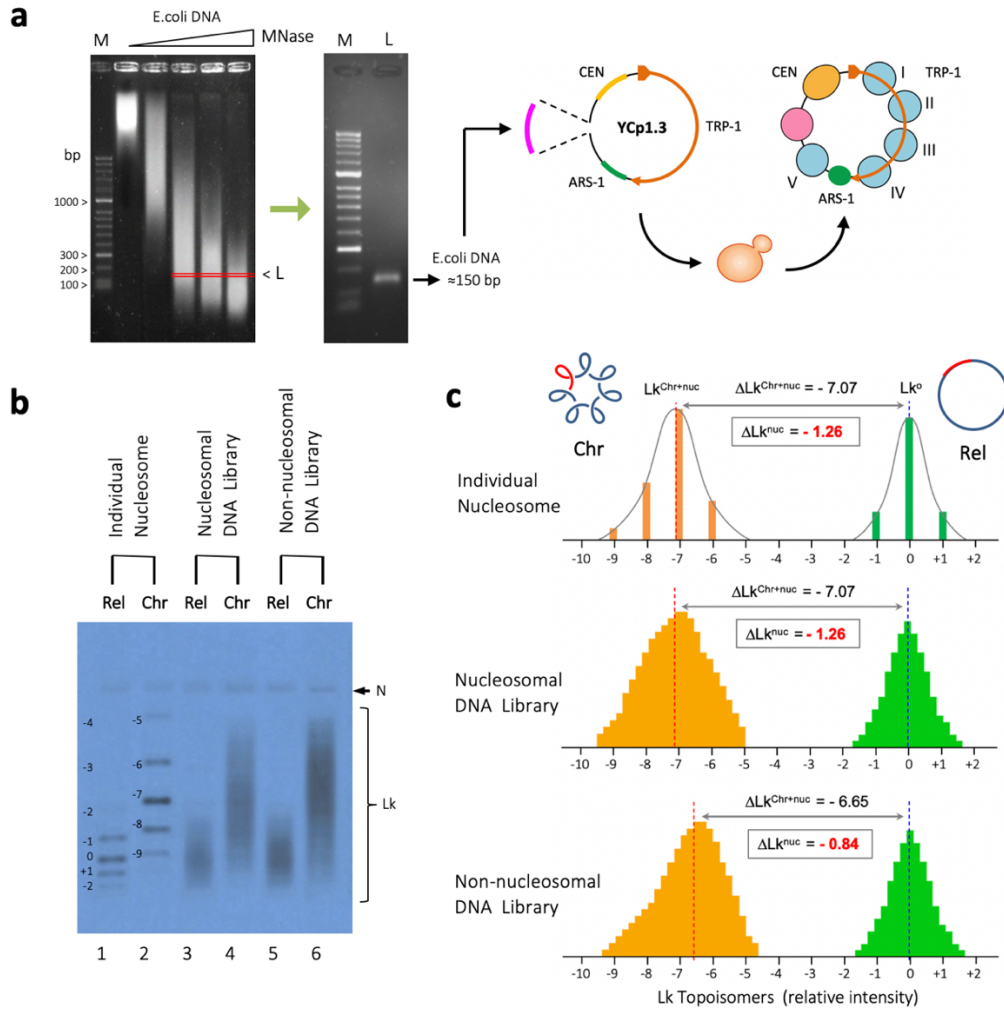

Supplementary Fig. 5. Comparison of the ΔLk restrained by nucleosomal and non-nucleosomal DNA libraries.

a, MNase digestion of E.coli genomic DNA and gel purification of DNA fragments of ≈ 150 bp in length (L). Marker DNAs (M). This collection of non-nucleosomal DNA fragments was processed and inserted in the YCp1.3 minichromosome as described for the nucleosomal DNA library. **b**, Gel electrophoresis of the Lk distributions of the YCp1.3 minichromosome after adding one individual nucleosome of $\Delta Lk^{nuc} -1.26$ (lanes 1 and 2), the nucleosomal DNA library (lanes 3 and 4), and the non-nucleosomal DNA library (lanes 5 and 6). As explained in Supplementary Fig. 4, the Lk distribution constrained by the minichromosomes (Chr) (lanes 2, 4 and 6) is compared to that of the relaxed DNAs (Rel) (Lanes 1, 3, and 5). **c**, Plots to calculate the DNA linking number difference ($\Delta Lk^{Chr+nuc}$) constrained by the minichromosomes described above. As explained in Supplementary Fig. 4, $\Delta Lk^{Chr+nuc}$ is the distance in Lk units from $Lk^{Chr+nuc}$ (Chr) to Lk^0 (Rel). The value of ΔLk^{nuc} (or the inserted element) equals $Lk^{Chr+nuc} - 5.81$, which is the Lk difference constrained by the empty YCp1.3 minichromosome. In agreement with our previous study (Segura *et al* 2018), the nucleosomal DNA library produced an average ΔLk^{nuc} of about -1.26. This single experiment indicated that the non-nucleosomal DNA library produced an average ΔLk^{nuc} of about -0.84, which demonstrated that prokaryotic DNA is less suited than eukaryotic DNA to assemble nucleosomes. Source data are provided as a Source Data file.

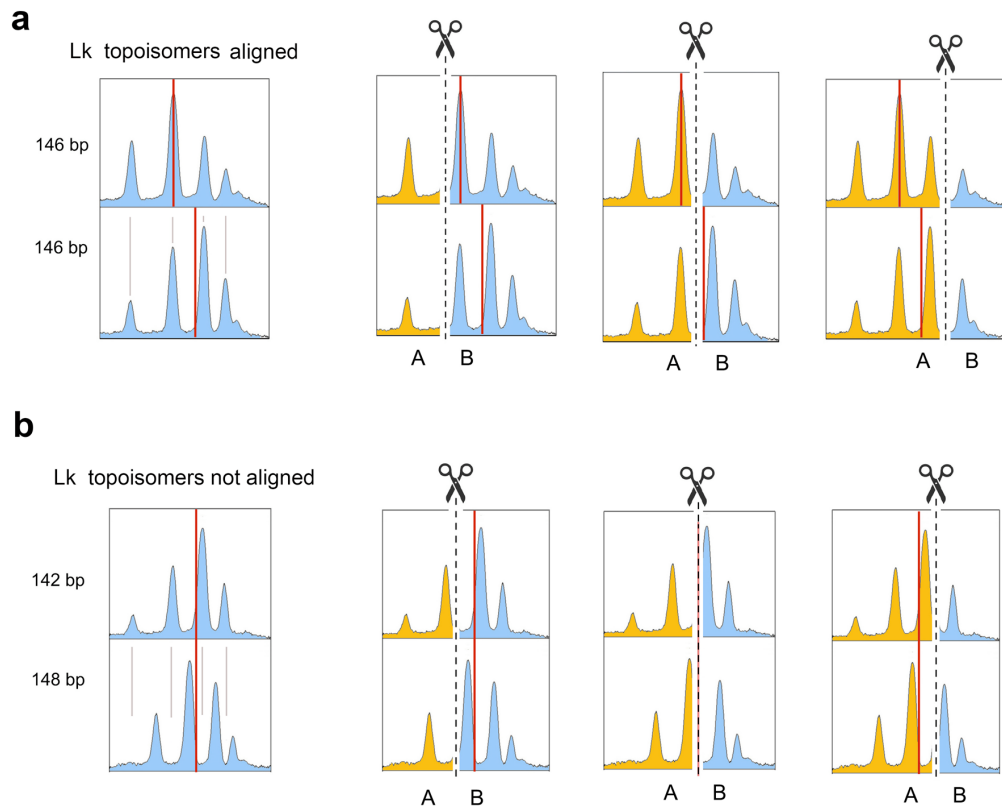

Supplementary Fig. 6. Effect of aligned and non-aligned Lk distributions when conducting Topo-seq. a, Example of two Lk distributions with different Lk mean (red lines), but with aligned topoisomers, since the DNA fragments of the nucleosome library have equal length (146 bp). Note that, whatever the position of a splitting cut (3 examples depicted), the partition of DNA intensities (coloured areas A and B) always denotes that the two distributions have different Lk mean. **b,** Example of two Lk distributions with equal Lk mean (red lines) but with not aligned topoisomers because the DNA fragments of the nucleosome library have different lengths (142 and 148 bp). In this case, depending on the position of the splitting cut, the partition of DNA intensities does not always denote that the two distributions have equal Lk mean.

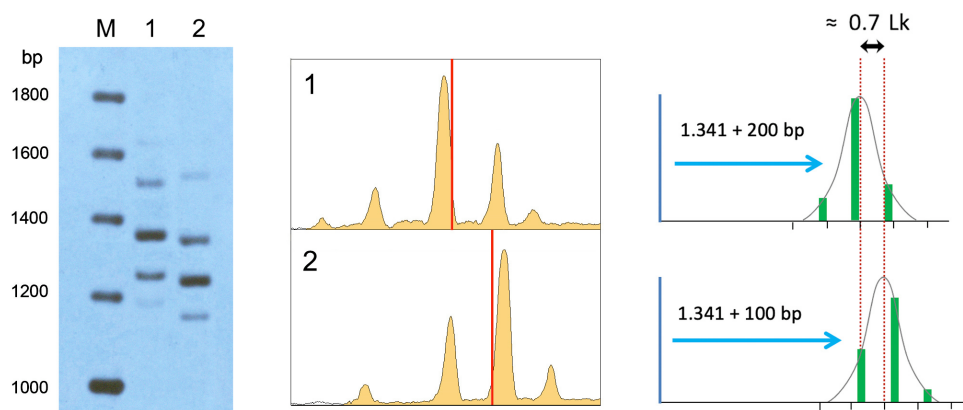

Supplementary Fig. 7. Correlation of DNA length with the electrophoretic velocity of Lk distributions.

Left, the gel shows a marker of linear DNAs (M) and the Lk distributions of two relaxed DNA molecules differing in 100 bp in length. These molecules are the YCp1.3 minichromosome DNA (1.341 bp) with an insert of 100 bp (lane 1) and 200 bp (lane 2). Note that the size of these inserts encloses the length variability of the nucleosome library ($144 \pm 33 \text{ bp}$). Middle, densitometry of lanes 1 and 2 indicating the position of the Lk means (red lines). Right, the distance of the Lk means of these DNAs differing in 100 bp was equivalent to 0.7 Lk units, thus 0.007 Lk/bp. Source data are provided as a Source Data file.

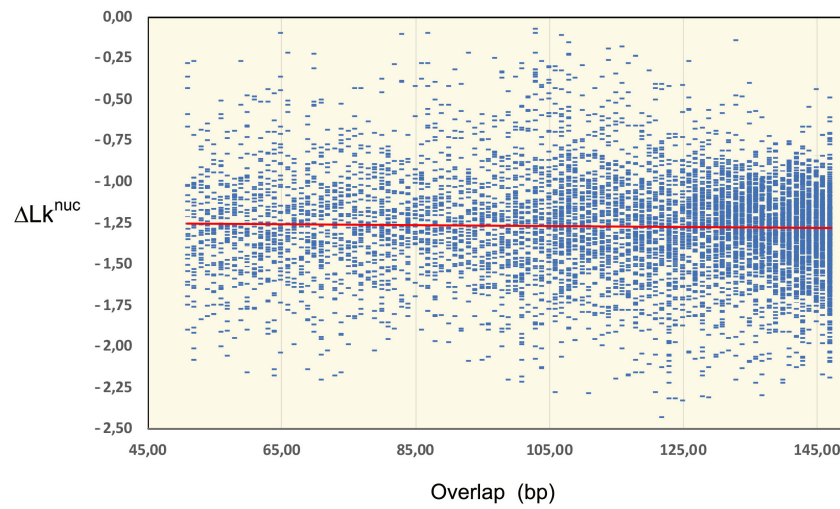

Supplementary Fig. 8. Correlation of ΔLk^{nuc} and nucleosome overlapping with the reference catalogue.

The plot shows ΔLk^{nuc} values obtained via Topo-seq against the extent of overlap (bp) of the nucleosomal DNA fragments with previously referenced nucleosomes in Jiang and Puhg (2009). The trend line of the average ΔLk^{nuc} value is depicted (red). Source data are provided as a Source Data file.

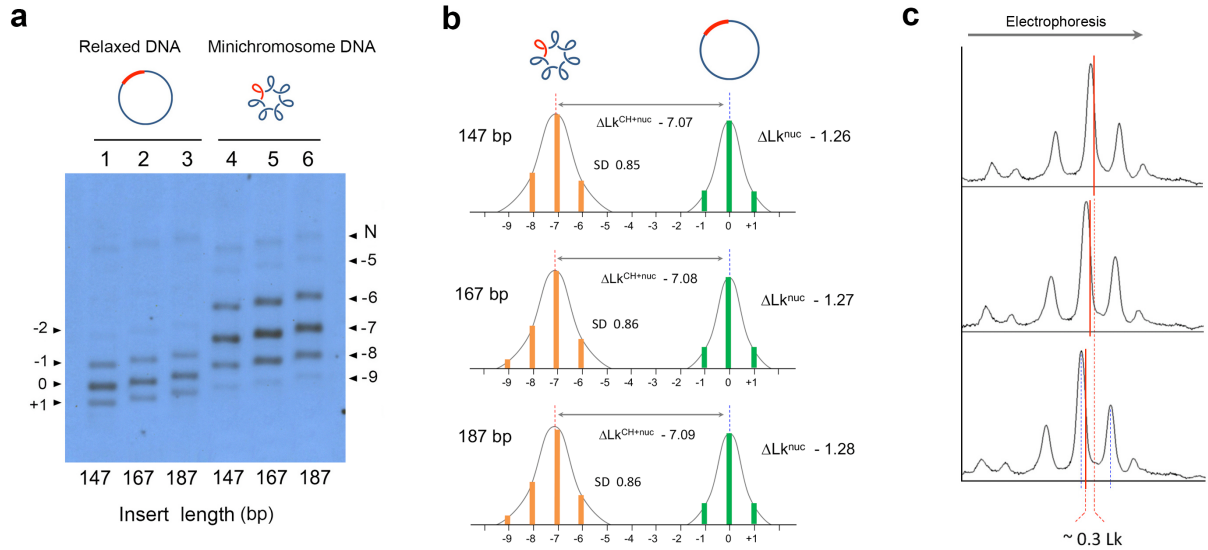

Supplementary Fig. 9. Effect of the linker DNA length on Lk^{nuc} . **a**, Lk distributions of YCp1.3 hosting a nucleosomal DNA insert of 147 bp plus 0, 10 or 20 bp of extra linker DNA at each side (147, 167, 187 bp inserts). Nucleosome coordinates are described in Supplementary Table 1. Lanes 1-3 show the relaxed DNA Lk distributions of these constructs, and lanes 4-6 show those of the corresponding minichromosomes. **b**, Topoisomer intensities, $\Delta Lk^{Chr+nuc}$ values and standard deviation (SD) of the minichromosome Lk distributions. ΔLk^{nuc} produced by each insert (147, 167, 187 bp) was obtained as the difference between the $\Delta Lk^{Chr+nuc}$ values and -5.81, which is the ΔLk^{Chr} of the empty YCp1.3 minichromosome. Lk^{nuc} was -1.26 for the 147bp insert, -1.27 for the 167bp insert, and -1.28 for the 187bp insert. **c**, Gel densitometry of lanes 4-6 and position of the Lk means (red lines). The Lk mean of the 167 and 187 bp constructs (lanes 5 and 6) was retarded about a distance equivalent to +0.15 and +0.30 Lk units relative to that of the 147 bp construct (lane 4). These values are in good agreement with the 0.007 Lk unit/bp correction used in our study. Source data are provided as a Source Data file.

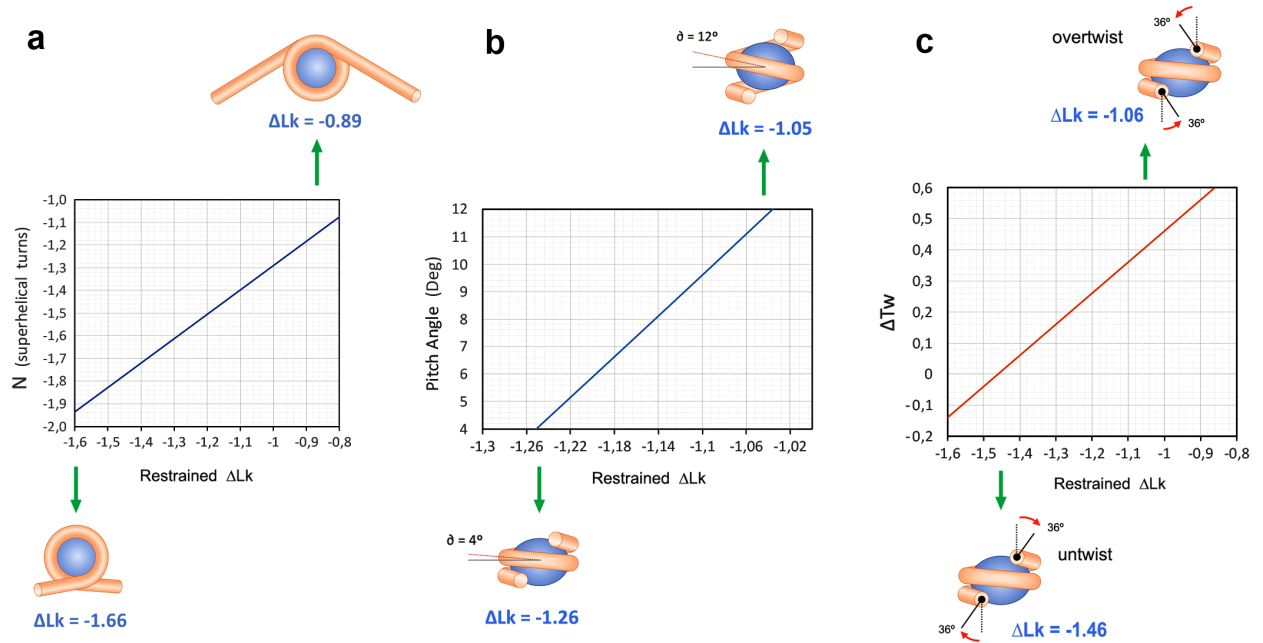

Supplementary Fig. 10. Effect of nucleosome DNA wrapping (ΔWr) and twisting (ΔTw) on the restrained ΔLk . **a**, Plot of restrained ΔLk as a function of the number of DNA super-helical turns (N) wrapped in the nucleosome. ΔLk values are calculated as $\Delta Tw + \Delta Wr$, where $\Delta Tw = +0.2$ and $\Delta Wr = N(1 - \sin 4^\circ)$. **b**, Plot of restrained ΔLk as a function of the pitch angle (θ) of the super-helical turns wrapped in the nucleosome. ΔLk values are calculated considering $\Delta Tw = +0.2$ and $\Delta Wr = 1.56(1 - \sin \theta)$. **c**, Plot of restrained ΔLk as a function of the DNA twist (ΔTw) restrained by the nucleosome. ΔLk values are calculated considering $\Delta Wr = 1.56(1 - \sin 4^\circ)$. Nucleosome DNA geometries are modelled for the indicated ΔLk .

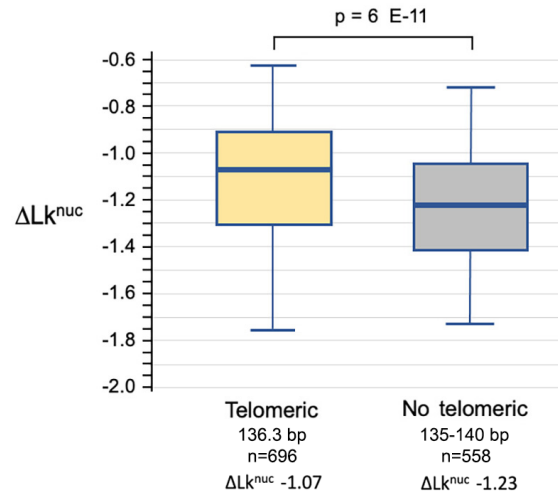

Supplementary Fig. 11. Lk^{nuc} of telomeric and short no-telomeric nucleosomes. ΔLk^{nuc} values restrained by telomeric (n=696) and non-telomeric (n=558) nucleosomal DNAs with fragment lengths 135 to 140 bp. In the box plots, the centre line denotes the median value, while the box contains the 25th (upper limit) to 75th (lower limit) percentiles of the dataset. The black whiskers mark the 5th and 95th percentiles. The indicated p -value was determined by an unpaired two-sided t -test. Source data are provided as a Source Data file.

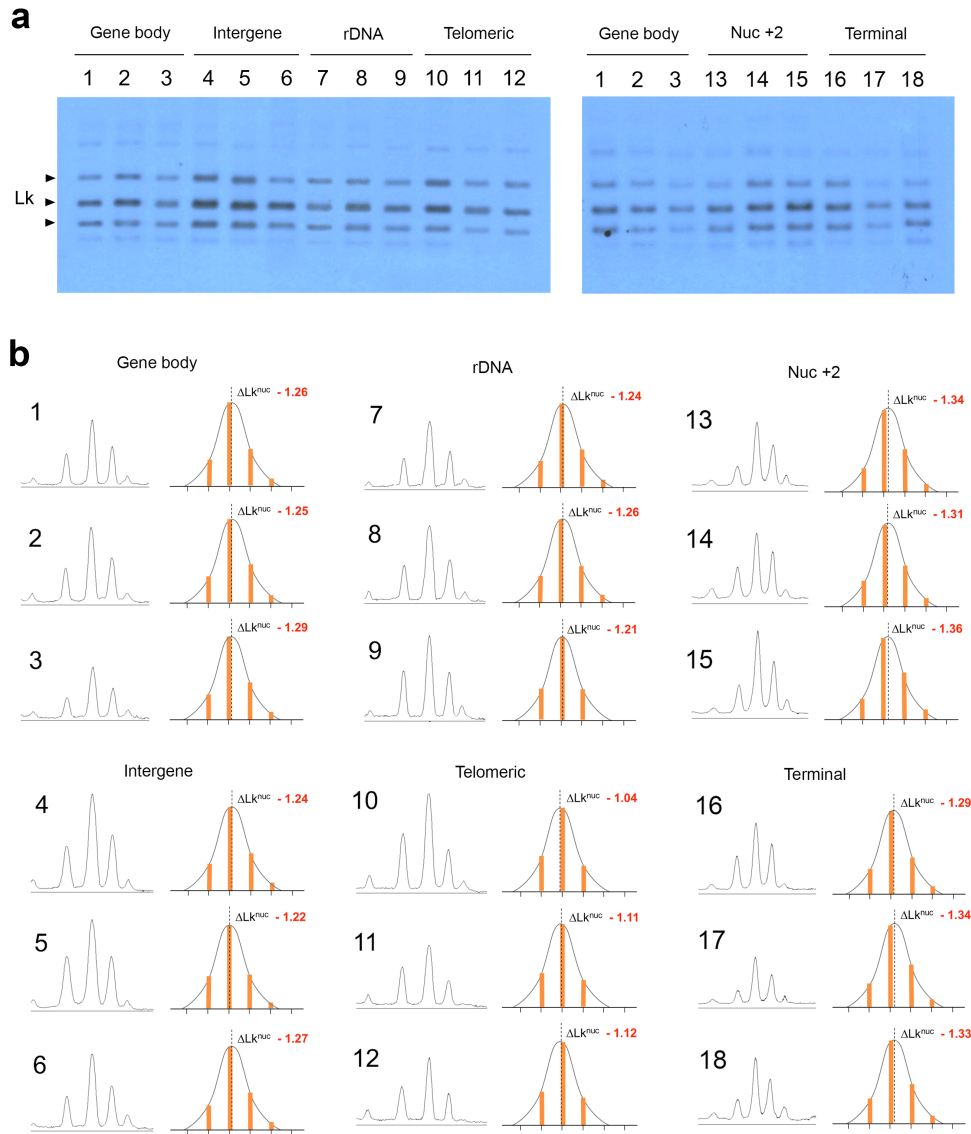

Supplementary Fig. 12. Validation of the ΔLk^{nuc} dependence on the genomic origin of nucleosomes. **a**, Gel electrophoresis of Lk distributions of the YCp1.3 minichromosome hosting 18 nucleosomal DNA sequences of 147 bp, whose ΔLk^{nuc} determined via Topo-seq was representative of the mean ΔLk^{nuc} value of their corresponding allocations (gene body, intergenic, rDNA, telomeric, nuc +2, terminal nucleosome). The chromosomal coordinates and PCR primers for cloning these 18 nucleosomal DNA sequences into YCp1.3 are described in Supplementary Table 1. Electrophoresis conditions are described in Methods. Arrowheads indicate Lk topoisomers. **b**, Gel densitometry and relative topoisomer intensities of the previous Lk distributions (lanes 1-18). The ΔLk^{nuc} restrained by each of the 18 nucleosomes was calculated relative to the reference nucleosome in line 1 ($\Delta Lk^{nuc} - 1.26$), which is the same nucleosome used to test the effect of the linker DNA length on Lk^{nuc} (Supplementary Fig. 9). Source data are provided as a Source Data file.

Supplementary Table 1. Coordinates and PCR primers to validate the Lk ^{nuc} of individual nucleosome DNAs								
Chrm	Start	End	Nucleosome ID	Location	Forward PCR primer	Reverse PCR primer	ΔLk^{nuc}<br>Topo-seq	ΔLk^{nuc}<br>Individual
chrVIII	261335	261482	+3:YHR079C;	Gene body	TTCAATAAGTTAGGAGTTGGATATG	AGTGGAAGATGAAGTTGCCTCCACT	-1,27	-1,26
chrIV	994735	994883	+7:YDR263C;	Gene body	TACTGAAACAAAGTTTTCTGTCCG	GTAATCTAGTTTGTAGCAGGGTG	-1,27	-1,25
chrXIV	526651	526800	+5:YNL054W;	Gene body	AACAGCGAGATCGGCGAATATTCAT	AGAGGTAAAAGAGGAGCTGGAGGTG	-1,27	-1,29
chrII	224435	224582		Intergene	ACACATGAGTCGTACGCCAGTA	CTCCTGTTCTGTCTGCGGAAC	-1,23	-1,24
chrIII	5166	5314		Intergene	TGAGAGGACACAACCTTTTGTAGGCT	GGAGTTTTCCAGACACCAAGTAGC	-1,23	-1,22
chrXVI	678051	678201		Intergene	TGTACTCTGAATCAGGGAGAACC	CCACAGGTACAAGAAATTCGCCCA	-1,23	-1,27
chrXII	462258	462407		rDNA	TACCAAGGCCGCTACAACAAGGCA	GATCCGTAACCTCGGGATAAGGATT	-1,24	-1,24
chrXII	466289	466442		rDNA	ACCGCGGCTGTGGCACCAGACTTG	GCGCAATTACCAATCTAATTCA	-1,24	-1,26
chrXII	468401	468554		rDNA	AAATCTCTCCCGTCATTATCGCCC	AGTTTCAAGGTGACAGTTTGAAG	-1,24	-1,21
chrVIII	558986	559129	+7:YHR218W;	Telomeric	AATCTTCTTTTATAATAAATATG	GAGTTTGAGTAGTCAGATTTTC	-1,06	-1,04
chrXV	1090465	1090616	+32:YOR396W;	Telomeric	GTACGTCAAGTCGAGTTTAGCAGG	ATCAGCATCGACAGGAATCCGCTCC	-1,08	-1,11
chrVIII	559259	559411	+9:YHR218W;	Telomeric	GAAGAAGGTTGCGATGCGGTACTG	AATGAGGTAACCAATTTTACGTTG	-1,08	-1,12
chrVI	269103	269252	+2:YFR057W;	Nuc +2	AGTCAAGCGGTATCATTAAGACAC	GACATATTGAATCATATAGATTATG	-1,33	-1,34
chrX	684490	684642	+2:YJR138W;	Nuc +2	AACAACGAATTGTTCTGTAACAC	TGCTAGTCCTGGAGTTTGTAATTG	-1,33	-1,31
chrVIII	234383	234536	+2:YHR069C;	Nuc +2	GACACGGGATACAGTACCAGCAACA	AACTCAGCTTCTAAAAGTGAGTCTG	-1,33	-1,36
chrIV	1121801	1121948	+21:YDR326C;	Terminal	TAGTTGGCAGATTAATAATTCTTC	AGGGAACATTTGATGGTGTTCGG	-1,32	-1,29
chrVIII	522442	522595	+3:SUT174;	Terminal	CCATAATTATACGCAATGCTGCAGT	ACTAACTATTGCTGCCACACCCC	-1,32	-1,34
chrXV	626417	626570	+12:YOR154W;	Terminal	CTTTGAAGATTTCGAGAGAGCAAAA	CCTCATATATGGCGGTGGATTTTTC	-1,32	-1,33
chrVIII	261335	261482	* +3:YHR079C;	Gene body	TTCAATAAGTTAGGAGTTGGATATG	AGTGGAAGATGAAGTTGCCTCCACT	-1,27	-1,26
			* +20 bp linker	Gene body	ATCAGCAGTATTCATAAGTTAGGA	GGCGGCAGATAGTGAAGATGAAGT		-1,27
			* +40 bp linker	Gene body	CACGTCGATTATCAGCAGTATTTAA	CGCACCTCAAGCGGCAGATAGTGG		-1,28

* The same nucleosome DNA (147 bp) with increasing linker DNA lengths

# Supplementary material for: Nucleosomal DNA has topological memory
**Source:** Nat Commun. 2024 May 28;15:4526. doi: 10.1038/s41467-024-49023-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Coordinates of the nucleosome DNA library and their nucleosome ID.

File Name: Supplementary Data 2

Description: Calculation of the ΔLk restrained by individual nucleosomes.

File Name: Supplementary Data 3

Description: ΔLk values and genomic context of nucleosomes.

# Supplementary material for: Nucleosomal DNA has topological memory
**Source:** Nat Commun. 2024 May 28;15:4526. doi: 10.1038/s41467-024-49023-4
**Supplement:** Supplementary file 4 — Supplementary Data 1

Supplementary Data 1. Coordinates of the nucleosome DNA library and their nucleosome ID.

The four first columns indicate the chromosomal coordinates of the nucleosome library. The last column (nucleosome ID) tags those library sequences that overlapped >50 bp with the previously referenced nucleosomes compiled by Jiang and Pugh (2009). 91% of the library sequences matched with 4276 previously referenced nucleosomes.

Chr	Start	End	Length (bp)	Nucleosome_ID
chr1	375	485	110	N1:382
chr1	1992	2143	151	N1:2081
chr1	3900	4046	146	
chr1	7310	7448	138	N1:7314
chr1	19698	19849	151	N1:19743
chr1	24106	24256	150	
chr1	24106	24267	161	
chr1	24156	24264	108	
chr1	24156	24265	109	
chr1	24156	24266	110	
chr1	24156	24267	111	
chr1	25658	25790	132	
chr1	25658	25797	139	
chr1	25671	25797	126	
chr1	25885	26057	172	
chr1	26200	26329	129	
chr1	26200	26330	130	
chr1	26200	26337	137	
chr1	26204	26330	126	
chr1	26211	26330	119	
chr1	26268	26418	150	N1:26380
chr1	26290	26465	175	N1:26380
chr1	26425	26573	148	N1:26590
chr1	26560	26708	148	N1:26590
chr1	26695	26843	148	N1:26787
chr1	27347	27495	148	N1:27437
chr1	28545	28653	108	N1:28676
chr1	28558	28705	147	N1:28676
chr1	28865	28996	131	N1:28942
chr1	31670	31815	145	N1:31784
chr1	32825	32968	143	N1:32915
chr1	38266	38455	189	N1:38289
chr1	38266	38455	189	N1:38459
chr1	39356	39504	148	N1:39417
chr1	44014	44169	155	N1:44128
chr1	48679	48833	154	N1:48747
chr1	52107	52211	104	N1:52114
chr1	52108	52200	92	N1:52114
chr1	52108	52202	94	N1:52114
chr1	52108	52203	95	N1:52114
chr1	52108	52204	96	N1:52114
chr1	52108	52205	97	N1:52114
chr1	52108	52206	98	N1:52114
chr1	52108	52207	99	N1:52114
chr1	52108	52208	100	N1:52114
chr1	52108	52209	101	N1:52114
chr1	52108	52210	102	N1:52114
chr1	52108	52211	103	N1:52114
chr1	52112	52211	99	N1:52114
chr1	54178	54332	154	N1:54248
chr1	56067	56218	151	N1:56143
chr1	57573	57723	150	N1:57726
chr1	57573	57723	150	N1:57555
chr1	57985	58142	157	N1:58076
chr1	58357	58529	172	N1:58432
chr1	59835	59985	150	N1:59903
chr1	60956	61114	158	N1:61025
chr1	61139	61253	114	
chr1	62731	62859	128	N1:62815
chr1	73815	73966	151	N1:73878
chr1	75929	76089	160	N1:75990
chr1	77820	77969	149	N1:77885
chr1	78867	79013	146	N1:78863
chr1	79075	79223	148	N1:79100
chr1	79820	79919	99	N1:79895
chr1	80712	80877	165	N1:80770
chr1	83877	84031	154	N1:83953
chr1	87561	87716	155	N1:87641
chr1	88852	89013	161	N1:89028
chr1	88852	89013	161	N1:88849
chr1	88889	89053	164	N1:89028
chr1	91036	91130	94	N1:91042
chr1	94271	94416	145	
chr1	97984	98151	167	N1:98096
chr1	100299	100401	102	N1:100335
chr1	100430	100592	162	N1:100502
chr1	100744	100901	157	N1:100813
chr1	100903	101028	125	N1:100972
chr1	101774	101913	139	N1:101784
chr1	102759	102918	159	N1:102829
chr1	110352	110498	146	N1:110405
chr1	110959	111107	148	N1:110988
chr1	111829	111987	158	N1:111914
chr1	111829	111989	160	N1:111914
chr1	111835	111987	152	N1:111914
chr1	111835	111989	154	N1:111914
chr1	113198	113345	147	N1:113359
chr1	113198	113345	147	N1:113192

Chr	Start	End	Length (bp)	Nucleosome_ID
chrI	113272	113431	159	N1:113359
chrI	114916	115064	148	N1:115021
chrI	116310	116474	164	N1:116396
chrI	119258	119408	150	N1:119265
chrI	121555	121709	154	N1:121654
chrI	128610	128759	149	
chrI	128749	128913	164	N1:128845
chrI	132160	132339	179	N1:132234
chrI	132322	132449	127	N1:132398
chrI	133311	133456	145	N1:133382
chrI	133444	133595	151	N1:133558
chrI	134936	135082	146	
chrI	139478	139611	133	N1:139570
chrI	144452	144595	143	N1:144447
chrI	144452	144595	143	N1:144596
chrI	145995	146131	136	N1:145995
chrI	145995	146131	136	N1:146151
chrI	157171	157325	154	N1:157317
chrI	158225	158386	161	N1:158305
chrI	158476	158631	155	N1:158473
chrI	158476	158631	155	N1:158641
chrI	159246	159353	107	N1:159237
chrI	161173	161287	114	N1:161301
chrI	163265	163422	157	N1:163329
chrI	164304	164458	154	N1:164322
chrI	164304	164458	154	N1:164474
chrI	164952	165092	140	N1:165025
chrI	164958	165092	134	N1:165025
chrI	165370	165525	155	N1:165400
chrI	165501	165609	108	N1:165556
chrI	165531	165649	118	N1:165556
chrI	165650	165799	149	N1:165722
chrI	170185	170316	131	
chrI	170746	170892	146	N1:170868
chrI	173251	173422	171	
chrI	174403	174559	156	N1:174467
chrI	177062	177157	95	
chrI	178178	178314	136	N1:178222
chrI	181632	181781	149	N1:181719
chrI	184868	185010	142	N1:184881
chrI	188940	189093	153	N1:189025
chrI	189954	190061	107	N1:190031
chrI	189954	190062	108	N1:190031
chrI	189954	190063	109	N1:190031
chrI	189954	190077	123	N1:190031
chrI	191415	191573	158	N1:191409
chrI	191722	191874	152	N1:191782
chrI	192889	193041	152	N1:192956
chrI	193467	193622	155	N1:193586
chrI	194126	194279	153	
chrI	194141	194279	138	
chrI	194290	194442	152	N1:194358
chrI	204527	204675	148	N1:204558
chrI	204662	204810	148	N1:204754
chrI	204797	204945	148	
chrI	205040	205170	130	
chrI	205573	205699	126	N1:205618
chrI	205573	205705	132	N1:205618
chrI	205573	205712	139	N1:205618
chrI	205580	205712	132	N1:205618
chrI	206390	206543	153	N1:206455
chrI	207406	207531	125	N1:207477
chrI	215442	215555	113	N1:215495
chrI	217878	218015	137	N1:217966
chrI	217916	218076	160	N1:217966
chrI	218711	218856	145	N1:218780
chrI	218738	218886	148	N1:218780
chrI	222387	222554	167	N1:222504
chrI	222751	222855	104	N1:222820
chrI	223257	223420	163	N1:223335
chrI	224065	224173	108	N1:224083
chrI	224877	224997	120	N1:224931
chrI	226540	226687	147	N1:226556
chrI	229861	230005	144	N1:229980
chrI	230119	230218	99	N1:230156
chrI	230124	230218	94	N1:230156
chrII	163	311	148	N2:255
chrII	526	677	151	N2:589
chrII	1089	1240	151	N2:1150
chrII	1727	1858	131	N2:1853
chrII	1727	1870	143	N2:1853
chrII	1727	1914	187	N2:1853
chrII	1931	2076	145	
chrII	1936	2043	107	
chrII	1937	2034	97	
chrII	1937	2042	105	
chrII	1937	2046	109	
chrII	1937	2051	114	
chrII	1937	2054	117	
chrII	1937	2057	120	
chrII	1937	2062	125	
chrII	1937	2071	134	
chrII	1937	2072	135	
chrII	1937	2073	136	
chrII	1937	2075	138	
chrII	1937	2076	139	
chrII	1937	2082	145	
chrII	1937	2086	149	

Chr	Start	End	Length (bp)	Nucleosome_ID
chr11	1938	2076	138	
chr11	1939	2076	137	
chr11	1940	2076	136	
chr11	1941	2076	135	
chr11	1942	2076	134	
chr11	1944	2076	132	
chr11	1947	2076	129	
chr11	1948	2076	128	
chr11	1952	2076	124	
chr11	1953	2076	123	
chr11	1964	2076	112	
chr11	1966	2076	110	
chr11	2124	2286	162	N2:2264
chr11	2124	2286	162	N2:2110
chr11	2191	2286	95	N2:2264
chr11	2267	2374	107	N2:2264
chr11	2267	2414	147	N2:2264
chr11	2522	2620	98	
chr11	2522	2673	151	
chr11	3354	3498	144	N2:3449
chr11	3419	3571	152	N2:3449
chr11	3701	3844	143	N2:3787
chr11	3992	4129	137	N2:4071
chr11	7980	8135	155	
chr11	10712	10874	162	N2:10765
chr11	20981	21152	171	N2:21084
chr11	21442	21596	154	N2:21498
chr11	24248	24399	151	N2:24353
chr11	24299	24437	138	N2:24353
chr11	25280	25416	136	N2:25382
chr11	26126	26261	135	N2:26202
chr11	30232	30334	102	
chr11	31655	31803	148	
chr11	32970	33121	151	N2:32989
chr11	35988	36136	148	N2:36067
chr11	48768	48912	144	N2:48843
chr11	54394	54539	145	N2:54546
chr11	54394	54539	145	N2:54380
chr11	54551	54716	165	N2:54732
chr11	54551	54716	165	N2:54546
chr11	62389	62546	157	N2:62463
chr11	62885	63033	148	N2:62915
chr11	64104	64264	160	
chr11	64653	64794	141	
chr11	65899	66050	151	N2:65948
chr11	67731	67881	150	N2:67884
chr11	69118	69263	145	N2:69156
chr11	79393	79540	147	N2:79471
chr11	81527	81678	151	N2:81676
chr11	81527	81678	151	N2:81506
chr11	86475	86605	130	N2:86602
chr11	87052	87211	159	N2:87114
chr11	94866	95023	157	N2:94979
chr11	97063	97217	154	N2:97213
chr11	97108	97247	139	N2:97213
chr11	98068	98229	161	N2:98203
chr11	98405	98563	158	N2:98532
chr11	102188	102336	148	N2:102248
chr11	105450	105577	127	N2:105509
chr11	105532	105684	152	N2:105680
chr11	105532	105684	152	N2:105509
chr11	105754	105910	156	N2:105836
chr11	106088	106233	145	
chr11	112631	112737	106	N2:112714
chr11	112631	112749	118	N2:112714
chr11	117607	117737	130	N2:117637
chr11	118185	118336	151	N2:118300
chr11	118430	118588	158	N2:118451
chr11	118430	118588	158	N2:118611
chr11	118604	118737	133	N2:118611
chr11	118662	118820	158	N2:118790
chr11	120690	120830	140	N2:120678
chr11	130330	130481	151	N2:130370
chr11	133172	133320	148	N2:133293
chr11	134044	134208	164	N2:134212
chr11	134044	134208	164	N2:134052
chr11	146223	146376	153	N2:146325
chr11	147729	147892	163	
chr11	157306	157457	151	N2:157445
chr11	158794	158975	181	N2:158865
chr11	159579	159667	88	N2:159667
chr11	159579	159734	155	N2:159667
chr11	161150	161286	136	N2:161276
chr11	161650	161786	136	N2:161723
chr11	164812	164963	151	N2:164880
chr11	169155	169305	150	N2:169306
chr11	171571	171720	149	N2:171641
chr11	171661	171810	149	N2:171641
chr11	171661	171810	149	N2:171803
chr11	174305	174447	142	N2:174374
chr11	186048	186192	144	N2:186122
chr11	187191	187351	160	N2:187294
chr11	188175	188332	157	N2:188328
chr11	189372	189539	167	
chr11	192490	192638	148	N2:192564
chr11	195265	195410	145	N2:195403
chr11	203726	203877	151	N2:203822
chr11	204265	204408	143	N2:204305

Chr	Start	End	Length (bp)	Nucleosome_ID
chr1l	213654	213809	155	N2:213693
chr1l	214589	214739	150	N2:214660
chr1l	214869	215017	148	N2:214983
chr1l	215320	215464	144	N2:215386
chr1l	216639	216771	132	N2:216655
chr1l	217546	217694	148	N2:217574
chr1l	222615	222772	157	N2:222719
chr1l	222619	222772	153	N2:222719
chr1l	223146	223281	135	N2:223185
chr1l	223772	223929	157	N2:223866
chr1l	223872	224016	144	N2:223866
chr1l	223872	224016	144	N2:224033
chr1l	224435	224582	147	N2:224426
chr1l	224435	224582	147	N2:224599
chr1l	225175	225325	150	N2:225274
chr1l	226374	226481	107	N2:226487
chr1l	226832	226946	114	N2:226921
chr1l	228528	228693	165	
chr1l	233542	233703	161	N2:233579
chr1l	234707	234798	91	N2:234705
chr1l	239108	239251	143	N2:239202
chr1l	249586	249752	166	N2:249650
chr1l	252919	253070	151	
chr1l	253969	254127	158	N2:254057
chr1l	255566	255720	154	N2:255613
chr1l	260109	260232	123	
chr1l	260209	260364	155	N2:260319
chr1l	260642	260776	134	N2:260707
chr1l	260642	260782	140	N2:260707
chr1l	261685	261820	135	N2:261719
chr1l	262132	262282	150	N2:262199
chr1l	262311	262468	157	N2:262403
chr1l	262974	263121	147	N2:262967
chr1l	263717	263867	150	N2:263815
chr1l	264916	265023	107	
chr1l	269730	269883	153	N2:269845
chr1l	269730	269885	155	N2:269845
chr1l	269781	269930	149	N2:269845
chr1l	272917	273071	154	N2:273057
chr1l	279942	280075	133	N2:280032
chr1l	282915	283035	120	N2:282943
chr1l	288899	289053	154	N2:288983
chr1l	289452	289559	107	N2:289558
chr1l	289452	289573	121	N2:289558
chr1l	292636	292792	156	N2:292683
chr1l	295986	296116	130	N2:296031
chr1l	296940	297047	107	N2:296987
chr1l	296940	297056	116	N2:296987
chr1l	298361	298510	149	N2:298428
chr1l	298515	298656	141	N2:298593
chr1l	300341	300475	134	N2:300360
chr1l	303103	303264	161	N2:303172
chr1l	304167	304319	152	N2:304247
chr1l	306192	306322	130	N2:306304
chr1l	310844	311002	158	N2:310950
chr1l	314561	314691	130	N2:314625
chr1l	316179	316338	159	N2:316235
chr1l	320829	320984	155	N2:320918
chr1l	324261	324383	122	N2:324329
chr1l	324593	324738	145	N2:324676
chr1l	333410	333578	168	N2:333441
chr1l	334171	334335	164	N2:334243
chr1l	341568	341673	105	
chr1l	344002	344150	148	N2:344104
chr1l	345574	345727	153	N2:345699
chr1l	348428	348599	171	N2:348504
chr1l	348488	348624	136	N2:348504
chr1l	352601	352731	130	N2:352692
chr1l	354955	355107	152	N2:355010
chr1l	360789	360938	149	N2:360839
chr1l	369124	369272	148	N2:369186
chr1l	369614	369763	149	N2:369688
chr1l	372782	372926	144	N2:372886
chr1l	379733	379878	145	N2:379800
chr1l	380438	380593	155	N2:380439
chr1l	380438	380593	155	N2:380588
chr1l	383232	383381	149	N2:383330
chr1l	384056	384165	109	
chr1l	384888	385039	151	N2:384899
chr1l	385956	386120	164	N2:386082
chr1l	386724	386859	135	N2:386790
chr1l	402057	402202	145	N2:402105
chr1l	405294	405447	153	N2:405333
chr1l	411086	411218	132	N2:411221
chr1l	412922	413067	145	N2:413068
chr1l	417276	417442	166	N2:417375
chr1l	418844	418980	136	N2:418877
chr1l	420492	420630	138	N2:420545
chr1l	432763	432911	148	N2:432818
chr1l	435614	435764	150	N2:435690
chr1l	441246	441413	167	N2:441290
chr1l	442313	442462	149	
chr1l	447274	447421	147	N2:447332
chr1l	448183	448311	128	N2:448253
chr1l	448687	448853	166	
chr1l	450522	450683	161	N2:450575
chr1l	456967	457110	143	N2:456997
chr1l	459507	459619	112	N2:459525

Chr	Start	End	Length (bp)	Nucleosome_ID
chr1l	463510	463659	149	N2:463671
chr1l	464402	464557	155	N2:464478
chr1l	467973	468117	144	N2:468080
chr1l	469937	470099	162	N2:469962
chr1l	478544	478678	134	N2:478563
chr1l	479993	480154	161	N2:480057
chr1l	480073	480226	153	N2:480057
chr1l	483614	483775	161	N2:483752
chr1l	490237	490391	154	N2:490316
chr1l	496459	496596	137	N2:496548
chr1l	498698	498864	166	N2:498780
chr1l	499848	499990	142	N2:499949
chr1l	501137	501288	151	N2:501227
chr1l	503704	503871	167	N2:503875
chr1l	503704	503871	167	N2:503696
chr1l	505974	506148	174	N2:506017
chr1l	506025	506148	123	N2:506017
chr1l	506025	506179	154	N2:506017
chr1l	506025	506179	154	N2:506177
chr1l	509772	509912	140	N2:509886
chr1l	511646	511795	149	N2:511651
chr1l	512273	512423	150	N2:512342
chr1l	519148	519306	158	N2:519220
chr1l	523260	523407	147	N2:523344
chr1l	523774	523925	151	
chr1l	525378	525528	150	N2:525423
chr1l	527770	527902	132	N2:527832
chr1l	528914	529061	147	N2:528946
chr1l	529231	529384	153	N2:529279
chr1l	533755	533907	152	N2:533826
chr1l	543934	544097	163	N2:543989
chr1l	545512	545645	133	
chr1l	550054	550200	146	N2:550101
chr1l	551769	551916	147	N2:551862
chr1l	551821	551946	125	N2:551862
chr1l	552584	552756	172	N2:552697
chr1l	560316	560442	126	N2:560343
chr1l	568857	569009	152	N2:568953
chr1l	570513	570675	162	N2:570686
chr1l	570513	570675	162	N2:570530
chr1l	575360	575489	129	N2:575420
chr1l	575363	575489	126	N2:575420
chr1l	575635	575789	154	N2:575736
chr1l	577662	577794	132	N2:577744
chr1l	581371	581525	154	N2:581425
chr1l	583028	583186	158	N2:583091
chr1l	583277	583426	149	
chr1l	589093	589249	156	N2:589146
chr1l	598510	598657	147	N2:598568
chr1l	599865	600024	159	N2:599938
chr1l	601519	601677	158	N2:601690
chr1l	601519	601677	158	N2:601539
chr1l	608166	608308	142	N2:608176
chr1l	608166	608308	142	N2:608330
chr1l	610440	610604	164	N2:610482
chr1l	615980	616137	157	N2:616096
chr1l	618802	618957	155	N2:618851
chr1l	621368	621503	135	N2:621487
chr1l	624538	624687	149	N2:624638
chr1l	626717	626881	164	N2:626851
chr1l	633744	633889	145	N2:633802
chr1l	633747	633889	142	N2:633802
chr1l	634590	634750	160	N2:634645
chr1l	635204	635350	146	N2:635289
chr1l	636694	636853	159	N2:636766
chr1l	636695	636853	158	N2:636766
chr1l	636699	636853	154	N2:636766
chr1l	641881	642011	130	N2:641909
chr1l	643000	643147	147	N2:643066
chr1l	643625	643773	148	N2:643703
chr1l	645958	646066	108	N2:646057
chr1l	652842	653006	164	
chr1l	667311	667462	151	N2:667376
chr1l	670468	670600	132	N2:670509
chr1l	672951	673112	161	N2:673046
chr1l	673886	673964	78	N2:673878
chr1l	673886	673989	103	N2:673878
chr1l	674406	674512	106	N2:674454
chr1l	674406	674523	117	N2:674454
chr1l	678764	678912	148	N2:678851
chr1l	682036	682166	130	N2:682093
chr1l	683947	684082	135	N2:684039
chr1l	684506	684665	159	N2:684541
chr1l	685114	685267	153	N2:685155
chr1l	688568	688714	146	N2:688658
chr1l	693669	693820	151	N2:693836
chr1l	696303	696437	134	
chr1l	698169	698308	139	N2:698202
chr1l	698728	698854	126	N2:698800
chr1l	698730	698836	106	N2:698800
chr1l	699474	699629	155	N2:699534
chr1l	699802	699945	143	N2:699870
chr1l	699802	699953	151	N2:699870
chr1l	699834	699945	111	N2:699870
chr1l	699834	699953	119	N2:699870
chr1l	702899	703031	132	N2:702974
chr1l	706525	706696	171	N2:706600
chr1l	708493	708657	164	N2:708624

Chr	Start	End	Length (bp)	Nucleosome_ID
chrII	708881	709054	173	N2:708943
chrII	716866	717023	157	N2:716955
chrII	716874	717023	149	N2:716955
chrII	718549	718695	146	N2:718618
chrII	721490	721639	149	N2:721551
chrII	723357	723507	150	N2:723426
chrII	727858	728011	153	N2:727936
chrII	733512	733676	164	N2:733639
chrII	735258	735391	133	N2:735332
chrII	736781	736927	146	N2:736768
chrII	736912	737033	121	
chrII	740252	740411	159	N2:740348
chrII	743678	743781	103	N2:743723
chrII	746216	746373	157	N2:746234
chrII	747192	747321	129	N2:747277
chrII	748930	749090	160	N2:749008
chrII	749254	749401	147	N2:749334
chrII	750045	750206	161	N2:750083
chrII	760513	760620	107	
chrII	760513	760634	121	
chrII	771359	771518	159	
chrII	771799	771953	154	
chrII	774249	774405	156	N2:774294
chrII	775701	775861	160	
chrII	777331	777484	153	N2:777349
chrII	779629	779798	169	N2:779707
chrII	780145	780251	106	N2:780192
chrII	780145	780260	115	N2:780192
chrII	780582	780757	175	N2:780666
chrII	781915	782083	168	N2:782014
chrII	786436	786542	106	N2:786464
chrII	786436	786560	124	N2:786464
chrII	788442	788582	140	N2:788514
chrII	788604	788759	155	N2:788689
chrII	789546	789709	163	N2:789650
chrII	791029	791155	126	N2:791088
chrII	791029	791156	127	N2:791088
chrII	791031	791136	105	N2:791088
chrII	793238	793400	162	N2:793321
chrII	795412	795559	147	N2:795519
chrII	809074	809203	129	N2:809118
chrII	812955	813098	143	N2:812953
chrIII	2	145	143	
chrIII	2	176	174	
chrIII	4	145	141	
chrIII	10	145	135	
chrIII	10	146	136	
chrIII	14	145	131	
chrIII	19	145	126	
chrIII	26	145	119	
chrIII	37	145	108	
chrIII	41	145	104	
chrIII	50	145	95	
chrIII	50	176	126	
chrIII	50	185	135	
chrIII	50	201	151	
chrIII	50	220	170	
chrIII	73	263	190	
chrIII	88	231	143	
chrIII	97	212	115	
chrIII	110	263	153	
chrIII	110	280	170	N3:298
chrIII	110	283	173	N3:298
chrIII	115	280	165	N3:298
chrIII	115	283	168	N3:298
chrIII	118	284	166	N3:298
chrIII	129	252	123	
chrIII	129	260	131	
chrIII	129	263	134	
chrIII	129	280	151	N3:298
chrIII	129	283	154	N3:298
chrIII	129	284	155	N3:298
chrIII	129	301	172	N3:298
chrIII	129	309	180	N3:298
chrIII	129	326	197	N3:298
chrIII	143	284	141	N3:298
chrIII	164	284	120	N3:298
chrIII	164	341	177	N3:298
chrIII	186	284	98	N3:298
chrIII	186	320	134	N3:298
chrIII	186	337	151	N3:298
chrIII	186	341	155	N3:298
chrIII	186	352	166	N3:298
chrIII	186	353	167	N3:298
chrIII	186	355	169	N3:298
chrIII	192	329	137	N3:298
chrIII	246	341	95	N3:298
chrIII	246	352	106	N3:298
chrIII	5166	5314	148	N3:5206
chrIII	5882	5994	112	N3:5973
chrIII	7560	7714	154	N3:7557
chrIII	9830	9940	110	N3:9914
chrIII	9831	9940	109	N3:9914
chrIII	9831	9941	110	N3:9914
chrIII	9832	9955	123	N3:9914
chrIII	11462	11613	151	N3:11616
chrIII	17946	18093	147	N3:18008
chrIII	23277	23427	150	N3:23351

Chr	Start	End	Length (bp)	Nucleosome_ID
chrIII	27235	27381	146	N3:27325
chrIII	32929	33083	154	N3:33061
chrIII	34797	34957	160	N3:34875
chrIII	36971	37125	154	
chrIII	37274	37421	147	N3:37360
chrIII	41105	41261	156	N3:41160
chrIII	42270	42419	149	N3:42308
chrIII	56437	56565	128	N3:56555
chrIII	62417	62568	151	N3:62518
chrIII	62420	62568	148	N3:62518
chrIII	62779	62946	167	N3:62871
chrIII	62988	63143	155	N3:63052
chrIII	68315	68492	177	N3:68474
chrIII	68580	68746	166	N3:68637
chrIII	74254	74383	129	
chrIII	75106	75269	163	N3:75209
chrIII	82256	82435	179	N3:82326
chrIII	86659	86788	129	
chrIII	86884	87013	129	N3:86885
chrIII	88349	88492	143	N3:88396
chrIII	89624	89790	166	
chrIII	90428	90577	149	N3:90522
chrIII	90432	90582	150	N3:90522
chrIII	92227	92379	152	N3:92268
chrIII	93544	93697	153	N3:93669
chrIII	94513	94671	158	N3:94604
chrIII	95867	96028	161	N3:95947
chrIII	95874	96028	154	N3:95947
chrIII	97469	97602	133	N3:97480
chrIII	100878	101025	147	N3:100936
chrIII	100878	101048	170	N3:100936
chrIII	101513	101652	139	N3:101599
chrIII	101547	101689	142	N3:101599
chrIII	101696	101853	157	N3:101768
chrIII	103033	103165	132	N3:103166
chrIII	103103	103249	146	N3:103166
chrIII	103103	103251	148	N3:103166
chrIII	104725	104877	152	N3:104791
chrIII	106067	106230	163	N3:106142
chrIII	116514	116644	130	N3:116605
chrIII	117818	117976	158	N3:117863
chrIII	132816	132923	107	
chrIII	132817	132923	106	
chrIII	133268	133417	149	N3:133250
chrIII	134878	135010	132	N3:134986
chrIII	136592	136744	152	N3:136655
chrIII	137946	138097	151	N3:138059
chrIII	138189	138339	150	N3:138298
chrIII	146706	146857	151	N3:146686
chrIII	154254	154394	140	N3:154383
chrIII	154256	154394	138	N3:154383
chrIII	156400	156550	150	N3:156457
chrIII	156437	156550	113	N3:156457
chrIII	156484	156645	161	N3:156660
chrIII	158189	158338	149	
chrIII	159911	160084	173	N3:160082
chrIII	159911	160084	173	N3:159912
chrIII	161801	161938	137	N3:161850
chrIII	175934	176084	150	N3:176001
chrIII	186417	186569	152	N3:186495
chrIII	188100	188260	160	N3:188165
chrIII	191522	191646	124	N3:191559
chrIII	195429	195578	149	
chrIII	201078	201230	152	
chrIII	208738	208879	141	N3:208806
chrIII	209585	209734	149	N3:209637
chrIII	210916	211072	156	N3:210951
chrIII	213468	213602	134	N3:213471
chrIII	215653	215790	137	N3:215679
chrIII	217960	218102	142	N3:218083
chrIII	228591	228741	150	N3:228733
chrIII	231011	231166	155	N3:231100
chrIII	234251	234402	151	N3:234286
chrIII	234921	235052	131	
chrIII	236307	236469	162	N3:236392
chrIII	238120	238291	171	N3:238307
chrIII	238120	238291	171	N3:238147
chrIII	240298	240452	154	N3:240369
chrIII	240452	240614	162	N3:240532
chrIII	242569	242719	150	N3:242631
chrIII	246007	246188	181	N3:246094
chrIII	246926	247057	131	N3:246993
chrIII	246926	247058	132	N3:246993
chrIII	248934	249085	151	N3:249001
chrIII	251728	251875	147	
chrIII	252213	252361	148	N3:252282
chrIII	252238	252397	159	N3:252282
chrIII	254663	254821	158	N3:254734
chrIII	257083	257228	145	N3:257179
chrIII	257806	257969	163	N3:257802
chrIII	258183	258325	142	N3:258264
chrIII	259144	259292	148	N3:259206
chrIII	262204	262356	152	N3:262264
chrIII	269289	269448	159	N3:269317
chrIII	272784	272929	145	N3:272830
chrIII	276672	276825	153	N3:276740
chrIII	280552	280680	128	N3:280622
chrIII	281034	281170	136	N3:281080

Chr	Start	End	Length (bp)	Nucleosome_ID
chrIII	286830	286938	108	N3:286909
chrIII	286830	286939	109	N3:286909
chrIII	286830	286940	110	N3:286909
chrIII	286830	286941	111	N3:286909
chrIII	286832	286938	106	N3:286909
chrIII	286832	286939	107	N3:286909
chrIII	286832	286955	123	N3:286909
chrIII	288517	288666	149	N3:288593
chrIII	303804	303963	159	N3:303873
chrIII	307204	307345	141	N3:307293
chrIII	307633	307788	155	
chrIII	308042	308191	149	N3:308087
chrIII	310321	310472	151	N3:310383
chrIII	310654	310803	149	N3:310728
chrIII	311798	311947	149	N3:311793
chrIII	314554	314707	153	N3:314702
chrIV	0	126	126	
chrIV	0	145	145	
chrIV	0	155	155	
chrIV	5	126	121	
chrIV	14	126	112	
chrIV	14	134	120	
chrIV	14	155	141	
chrIV	44	126	82	
chrIV	44	134	90	
chrIV	44	145	101	
chrIV	44	155	111	
chrIV	57	155	98	
chrIV	1765	1923	158	N4:1847
chrIV	6558	6652	94	N4:6650
chrIV	8786	8917	131	N4:8900
chrIV	10468	10622	154	N4:10539
chrIV	11706	11865	159	N4:11735
chrIV	12342	12498	156	N4:12435
chrIV	12922	13062	140	
chrIV	13187	13340	153	N4:13269
chrIV	15846	16000	154	N4:15932
chrIV	16215	16372	157	N4:16282
chrIV	16517	16676	159	N4:16612
chrIV	22332	22485	153	N4:22409
chrIV	22780	22921	141	N4:22851
chrIV	24904	25025	121	N4:25029
chrIV	26118	26260	142	N4:26130
chrIV	28132	28284	152	N4:28244
chrIV	28565	28649	84	
chrIV	28606	28762	156	N4:28689
chrIV	29713	29864	151	N4:29784
chrIV	30032	30191	159	N4:30113
chrIV	31789	31954	165	N4:31846
chrIV	32229	32385	156	N4:32309
chrIV	33584	33743	159	N4:33663
chrIV	34942	35098	156	N4:35008
chrIV	43249	43399	150	N4:43358
chrIV	43986	44132	146	N4:44075
chrIV	51938	52044	106	N4:51987
chrIV	55412	55541	129	
chrIV	56586	56757	171	N4:56663
chrIV	60333	60467	134	N4:60396
chrIV	61937	62077	140	N4:62069
chrIV	77124	77282	158	N4:77237
chrIV	78906	79062	156	N4:78931
chrIV	86969	87132	163	N4:87040
chrIV	90699	90847	148	N4:90745
chrIV	94580	94722	142	N4:94705
chrIV	97197	97345	148	N4:97289
chrIV	101729	101892	163	N4:101825
chrIV	103149	103279	130	N4:103192
chrIV	109515	109652	137	N4:109593
chrIV	109515	109656	141	N4:109593
chrIV	109515	109666	151	N4:109593
chrIV	109518	109656	138	N4:109593
chrIV	110479	110614	135	N4:110476
chrIV	113056	113240	184	N4:113034
chrIV	118783	118936	153	N4:118787
chrIV	121491	121639	148	N4:121562
chrIV	122619	122777	158	N4:122683
chrIV	124114	124238	124	N4:124182
chrIV	125012	125174	162	N4:125123
chrIV	126907	127064	157	N4:126899
chrIV	126907	127064	157	N4:127056
chrIV	127133	127254	121	N4:127204
chrIV	130391	130540	149	N4:130459
chrIV	134454	134627	173	N4:134518
chrIV	137744	137906	162	N4:137857
chrIV	147424	147558	134	
chrIV	148138	148259	121	N4:148212
chrIV	148138	148287	149	N4:148212
chrIV	148147	148256	109	N4:148212
chrIV	148147	148259	112	N4:148212
chrIV	148147	148287	140	N4:148212
chrIV	148150	148259	109	N4:148212
chrIV	148662	148839	177	N4:148802
chrIV	150319	150438	119	
chrIV	150791	150954	163	N4:150914
chrIV	151146	151295	149	N4:151233
chrIV	154011	154153	142	N4:154052
chrIV	156456	156616	160	N4:156533
chrIV	156781	156930	149	

How the deposited data were processed for this re-analysis (not part of the article)

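A library of yeast nucleosome DNA in minichromosomes was sequenced before the gel (NucLib) and after elution from gel section A (less negative ∆Lk) and section B (more negative ∆Lk). Each of these 3 samples was sequenced in 2 runs, which are technical replicates, and Topo-seq was carried out once. The authors trimmed adaptors, aligned the read pairs to the R64 genome with Bowtie 1.1.2 and counted each distinct fragment, and the deposited values are these raw read counts per fragment and run, not normalized. Their processing notes also name BWA, SAMtools and Picard. Each of the 6 lists ends at 65536 lines in order of count, so the counts of the scarcest fragments are not included and the totals are lower bounds. They sum to 2599858 reads for NucLib, 3772256 for section A and 3345826 for section B.

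The fragments analysed are those of Supplementary Data 1, matched by chromosome, start and end. The nucleosome of each, its class and its fuzziness were read from Supplementary Data 1 and 3. The copy used of Supplementary Data 3 held 8169 of the 8369 fragments, so that the other 200 had no class. Without a mark, these 200 counted as non-telomeric and as outside the rDNA. The sequence of a fragment was read from the R64 reference, and its gene names from the reference annotation. ∆Lk was computed in the steps the paper describes: the share of section A, A/(A+B), of relative abundances was turned into a Z-score, multiplied by 0.85, reduced by the mean of fragments of the same length, moved by 0.007 per bp from 144 bp and added to −1.26. A fragment needed at least 10 reads in each section. Intergenic fragments include rDNA fragments with no gene position. Chromosome ends were grouped by distance at 1, 5, 10 and 30 kb. Minor fragments share a start or an end with a fragment of at least 50 times their reads.

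Means were compared by two-sided permutation tests over 100000 permutations (10000 for alternatives), with the nucleosome as the unit that moves. Outside the GC test, a nucleosome with fragments in both groups moved as separate units. Fragments with no nucleosome were grouped by 147-bp bins of their midpoint. Standard errors are from 2000 bootstrap draws of nucleosomes, or from the SD over nucleosomes where minor fragments are compared with each nucleosome counted once. Spearman's rho and Pearson's r were tested in the same way. p-values were adjusted by Benjamini-Hochberg over 3 comparisons of origin, 5 positions, 10 dinucleotides and 20 lists, with a threshold of 0.05. The smallest p is 1e-05 (0.0001 for alternatives). The counting error of ∆Lk came from 50 redraws of the counts, and it covers counting error only, since PCR reads without molecular identifiers are not independent molecules. Enrichment in a section was tested with edgeR 4.0.16 by its quasi-likelihood test, with the totals of the lists as library sizes, and with DESeq2 1.42.0 as an alternative. Other tools were R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and edlib 1.3.9.post1.

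The tests were tried on simulated data. For section A against section B, over 8020 fragments, edgeR recovered 22%, 54%, 82% and 96% of fragments changed by 1.5, 2, 3 and 5-fold, and called 0.0512% of unchanged ones. In this simulation 50 fragments were changed at each fold and 7820 were not, whereas 3869 were called in the data. The adjusted threshold is stricter with so few changed, so these shares need not hold for the reported counts. A simulated shift of 0.5 in ∆Lk was recovered as 0.474, and one of −0.5 as −0.468. Of 200 random groups of as many nucleosomes as the telomeric ones, 7.5% had a permutation p under 0.05.

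The comparisons, the tests, 16 list entries (which split into 20 tested lists and 3 with under 5 fragments or nucleosomes), the alternatives and the rule for named nucleosomes were set before the data were examined, but after the paper's own values, class means included, had been seen. How the fragments of a nucleosome move in the GC test was settled after a p had been seen. The rule names the 18 nucleosomes of Supplementary Table 1. Outside rDNA and telomeric regions, it names the 10 nucleosomes with the highest and the 10 with the lowest mean ∆Lk among those with at least 100 reads in each section and on the same side of −1.26 in both runs. It also names the nucleosome with most fragments of each class and the 2 highest and 2 lowest of each list, of which the text gives examples. YLR438W and chromosome VI were named outside the rule, after their values were seen. The lists cover ribosomal protein, glycolysis, histone, chaperone, galactose, translation factor, topoisomerase and remodeller, respiration, proteasome, subtelomeric, hexose transporter, cell wall and tRNA genes, Ty elements, rDNA parts and chromosome ends. Alternatives were each run alone, other read minimums, each fragment once, a mean per nucleosome, other corrections by length, the paper's ∆Lk values, other scalings, classes from the reference annotation, the paper's tests over fragments, and subsets without telomeric, rDNA or repeated sequences or without the nucleosomes with most fragments. Alternatives chosen after seeing the data were each sequence once, minor fragments left out, the most abundant fragment of each nucleosome, the sides of a nucleosome moved apart in the GC test, positions +3 to +5 as the comparison, and nucleosome 10 left out. Gel images and the linker-size minichromosomes were not used here.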

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

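The expectations for position +2, the comparisons of minor fragments or without them and the definitions of minor and of most abundant fragments were chosen only after the result was seen, while the other tests, the subsets and the means per nucleosome were set in advance.

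The deposited counts held 1257 distinct fragments that Supplementary Data 1 does not list, each with at least 10 reads in section A and in section B, and the paper does not report on them. Their median count in NucLib was 4 reads, and they took 0.621% of the reads of section A and 1.06% of those of section B. With the length means of the library, their mean ∆Lk was −1.23 (SD 0.464). Of these fragments, 366 (29.1%) shared an end with a fragment that had at least 50 times as many reads. Of the 8011 fragments with at least 10 reads in NucLib and both sections, 1 lay outside the list.

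Position +2 lay lower than the other gene fragments by the mean over fragments, but with each nucleosome counted once it differed by 0.0192 (95% interval −0.00777 to 0.0448), which argues against a lower ∆Lk of the position as a whole. Without the nucleosomes of LPX1 and YLR438W the difference over fragments was 0.0229 (standard error 0.0163), so these may account for it. In them, 125 of 128 and 99 of 102 fragments were minor, that is, they shared an end with a fragment of at least 50 times their reads, and the minor fragments had 2.33% and 3.17% of the reads of that fragment in section A but 15.3% and 14.5% in section B, raw shares not corrected for the short length of the fragments of these nucleosomes (mean 123 bp). Over the library, minor fragments differed from the most abundant fragment of each nucleosome by −0.117 (standard error 0.0457), by −0.0765 (standard error 0.0336) without those 2 nucleosomes and by −0.0176 (standard error 0.0239) with each nucleosome counted once, while within 161 nucleosomes they lay 0.127 (standard error 0.0221) below the most abundant fragment beside them, so that a general shift of minor fragments stays open as a candidate explanation. Whether they are scarce inserts or arose during amplification, sequencing or alignment was not tested.

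Telomeric fragments lay higher than the others. This held over sequences with a single exact full-length match in the genome, at 0.271 (standard error 0.0785, 350 against 5021 fragments), which argues against identical copies as its source. Repeats that differ somewhat between copies count as occurring once. Repeated motifs, such as the TG-rich repeats near chromosome ends, were therefore not excluded. The length correction adds to the difference of a class with short fragments. Without it the difference was 0.120 (standard error 0.0385), against 0.174 with it, so that the correction gives a part of it and not the whole. Without minor fragments the difference was 0.197 (standard error 0.0279), and without the 5 telomeric nucleosomes with most fragments it was 0.176. The difference over fragments thus remained without them. Over the most abundant fragment of each nucleosome it was smaller, 0.0892 (standard error 0.0206, 236 against 4565). This fell short of the size expected if minor fragments were not the source, so their part stays open. The classes give the genomic place of origin, but every fragment was measured in the same minichromosome, outside its native locus. By the paper's reasoning, the values then rest on traits of the DNA itself. Which traits of telomeric DNA go with the difference was not separated.

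Counting error gave 13.5% of the variance of ∆Lk over the library, which argues against it as the main source of the spread. The SD over the most abundant fragments was 0.580 times the SD over minor fragments (0.248 over 4801 fragments and 0.428 over 1076), so minor fragments may widen the spread. The error of gel, culture and amplification was not measured, since all reads come from one gel. No biological explanation of the spread was tested.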

How the results depend on the processing

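Alternatives chosen only after the result was seen are named as such at their values, and all others were set in advance. Over the main results, 308 comparisons with an alternative set in advance gave 232 with the same direction and the same side of the threshold, or within the spread between runs for values with no test. A further 12 no longer passed, 10 passed newly, 16 changed sign and 38 moved further. Alternatives chosen after seeing the data gave 64 comparisons, 36 of them the same. For single nucleosomes, lists and dinucleotides, 1190 of 1746 and 277 of 457 were the same. The difference of short from longer fragments in log2 A/B kept its direction and passed under all 4 alternatives run for it, from −1.38 to −1.03. The difference of telomeric from non-telomeric fragments passed under 17 of 18, those chosen after seeing the data included, from 0.0724 to 0.271, and gene bodies lay below intergenic DNA in all 17, from −0.0999 to −0.0269, passing in 12. Depth limits how many fragments can be tested, with 3831 of 8020 distinct fragments at 50 or more reads in each section. After a change of sign, intergenic minus rDNA passed with a mean per nucleosome and over the most abundant fragments, and rho of ∆Lk and overlap with no correction by the mean of each length. In these lists a result is the ∆Lk difference of a class or list from its comparison. The cause was not tested for any change unless fewer fragments or nucleosomes remained by construction.

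The edgeR counts were 2220 in section A and 1639 in section B with no read minimum, 1561 and 1944 with TMM normalization, and 2318 and 1689 with a replicate block, the run number. The run number pairs nothing but the sequencing, and the differences between the runs in section A and section B correlated with r of 0.0684 across fragments. Leaving out one run of either section, where the lone run is assumed to vary like those of the other section, gave 1816 to 1965 and 1422 to 1508. With DESeq2 and its size factors, the number of fragments enriched in section A was 717. Against positions +3 to +5 (chosen after seeing the data), Terminal minus other gene fragments (−0.0720) passed. Requiring 100 bp of overlap, the percent overlapping a referenced nucleosome was 59.2.

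Counting each distinct fragment once, the GC difference across −1.26 (1.64) no longer passed. The correlation of ∆Lk and overlap (−0.161) passed. Translation factors (−0.00177) changed sign. The mean ∆Lk was −1.25. Counting each distinct sequence once (chosen after seeing the data), the GC difference across −1.26 (1.76) no longer passed. The threshold was passed by rho of ∆Lk and overlap (−0.159). Signs changed for rho of ∆Lk and fuzziness (−0.0218), GC frequency (−0.000970) and topoisomerases, SMC and chromatin remodellers (0.00225). The mean ∆Lk was −1.25 and the SD of ∆Lk was 0.333. With a mean per nucleosome, Terminal minus other gene fragments (−0.0638), gene body minus rDNA (−0.0848) and rho of ∆Lk and overlap (−0.0733) passed. The sign turned for rho of ∆Lk and AA/TT/TA periodicity (0.00577), intergenic minus rDNA (−0.0554), telomeric minus short non-telomeric (−0.00643) and translation factors (−0.00732). Against other gene fragments, it turned for positions +1 (−0.00631), +2 (0.0190) and +3 to +5 (−0.00596). For telomeric minus short non-telomeric, short nucleosomes were taken by the mean length of their fragments. Where only short non-telomeric fragments were averaged, their mean over nucleosomes was −1.177. Telomeric nucleosomes of all lengths had −1.168, so with that set the sign did not turn. The SD of ∆Lk was 0.247, the number of lists that differ was 6 and the mean ∆Lk was −1.28. Correcting by the median of each length, translation factors (−0.0111) changed sign. The mean ∆Lk was −1.28.

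Keeping the most abundant fragment per nucleosome (chosen after seeing the data), telomeric minus short non-telomeric (0.00878) no longer passed. Now past the threshold came Terminal minus other gene fragments (−0.0611), gene body minus rDNA (−0.115) and rho of ∆Lk and overlap (−0.0838). The correlation of ∆Lk and AA/TT/TA periodicity (0.00125), +1 minus other gene fragments (−0.0133), +2 minus other gene fragments (0.0221), +3 to +5 minus other gene fragments (−0.00182), intergenic minus rDNA (−0.0826), AG/CT frequency (0.00619) and translation factors (−0.00734) changed sign. The SD of ∆Lk was 0.245, the number of lists that differ was 4 and the mean ∆Lk was −1.28. With no length correction, the GC difference across −1.26 (1.40) no longer passed. Signs changed for ends from 5 to 10 kb (−0.00786), histone genes (0.0727), mitochondrial respiration genes (0.00123) and topoisomerases, SMC and chromatin remodellers (0.0476). The mean ∆Lk was −1.26, the number of lists that differ was 0 and the SD of ∆Lk was 0.289. With no correction by the mean of each length, gene body minus intergenic (−0.0420) and telomeric minus non-telomeric (0.125) no longer passed. The sign turned for the GC difference across −1.26 (−0.498), telomeric minus short non-telomeric (−0.0254), rho of ∆Lk and fuzziness (−0.0221), rho of ∆Lk and overlap (0.0521), AT frequency (0.0227), CG frequency (−0.0378), GA/TC frequency (0.0291), GC frequency (−0.0558), GG/CC frequency (−0.00529), chaperone and heat shock genes (−0.0654), ends from 5 to 10 kb (−0.0290), histone genes (0.00408), RDN18 (−0.0517), RDN25 (−0.00122), topoisomerases, SMC and chromatin remodellers (0.0215), translation factors (−0.0623), AG/CT spacing (0.0599), CG spacing (0.0675), GC spacing (0.0498) and GG/CC spacing (0.00559). The SD of ∆Lk was 0.353, the number of related dinucleotide frequencies was 0, the number of related spacings was 0, the number of lists that differ was 0 and the mean ∆Lk was −1.27.

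Without a read minimum, translation factors (−5.89e-07) changed sign. With a read minimum of 50, gene body minus intergenic (−0.0723) no longer passed. The correlation of ∆Lk and overlap (−0.167) passed. The correlation of ∆Lk and AA/TT/TA periodicity (0.00633), Terminal minus other gene fragments (0.0197), mitochondrial respiration genes (0.0119) and ribosomal protein genes (0.0308) changed sign. The mean ∆Lk was −1.27, the highest to lowest A/B was 8.96, the number of fragments enriched in section B was 779, the number of lists that differ was 0, the SD of ∆Lk was 0.252 and the 95th to 5th percentile ratio of A/B was 2.99. With telomeric fragments of 135 to 140 bp only, telomeric minus short non-telomeric (0.0830) no longer passed. Using the paper's own ∆Lk values, the GC difference across −1.26 (1.66) and gene body minus intergenic (−0.0424) no longer passed. Signs changed for rho of ∆Lk and fuzziness (−0.00652), RDN25 (−0.00607) and translation factors (−0.0202). The SD of ∆Lk was 0.312. Under the paper's tests over fragments, +2 and Terminal passed against the gene fragments outside the 5 position classes, and gene body passed against rDNA. The differences of the main comparisons are +2 minus other gene fragments (−0.0608), Terminal minus other gene fragments (−0.0572) and gene body minus rDNA (−0.0813).

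Leaving out the minor fragments (chosen after seeing the data), Terminal minus other gene fragments (−0.0750), gene body minus rDNA (−0.0695), rho of ∆Lk and fuzziness (0.0393) and rho of ∆Lk and overlap (−0.128) passed. The sign turned for +1 minus other gene fragments (−0.00422), +2 minus other gene fragments (0.0291), +3 to +5 minus other gene fragments (−0.0134) and translation factors (−0.0336). The mean ∆Lk was −1.27, the number of lists that differ was 4 and the SD of ∆Lk was 0.289. Leaving out telomeric and rDNA fragments, the GC difference across −1.26 (1.14) and gene body minus intergenic (−0.0431) no longer passed. The correlation of ∆Lk and fuzziness (−0.0451) and GA/TC frequency (0.0134) changed sign. The 95th to 5th percentile ratio of A/B was 5.65, the SD of ∆Lk was 0.288, the number of related dinucleotide frequencies was 4, the number of related spacings was 4, the highest to lowest A/B was 22.7 and the mean ∆Lk was −1.29. Leaving out the nucleosome with most fragments in the class, +2 minus other gene fragments (0.0136) changed sign. Leaving out the 2 nucleosomes with most fragments in the class, +2 minus other gene fragments (0.0229) changed sign. With each run left out in turn, r of the 18 nucleosomes ran from 0.445 to 0.514, the 95th to 5th percentile ratio of A/B from 4.34 to 4.59, the SD of ∆Lk from 0.295 to 0.305, gene body minus intergenic from −0.0760 to −0.0714, AG/CT frequency from −0.0350 to −0.0338, CG frequency from 0.0408 to 0.0522, GA/TC frequency from −0.0580 to −0.0552, the highest to lowest A/B from 17.6 to 20.5, proteasome genes from −0.0405 to −0.00924, topoisomerases, SMC and chromatin remodellers from −0.0398 to 0.0166, translation factors from −0.0102 to 0.00602, the mean ∆Lk from −1.262 to −1.259, the mean length from 143.38 to 143.45, rho of ∆Lk and overlap from −0.150 to −0.134 and the percent overlapping a referenced nucleosome from 88.121 to 88.144. A list with fewer than 5 fragments or nucleosomes under a setting gave no value there.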

Differences from the paper's values

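Leaving out nucleosome 10, each sequence once, minor fragments left out, the most abundant fragment of each nucleosome and the comparison with positions +3 to +5 are tests chosen only after the result was seen, while the other alternatives were set before the data were examined. A mean ∆Lk was taken to differ where the gap exceeded the bootstrap standard error over nucleosomes or the rounding of the paper's value, whichever was larger, and any other value where one was more than 1.5 times the other.

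The paper gives a range of up to 10-fold for A/B within a length, and the median ratio of the highest to the lowest was 32.9 here. With a read minimum of 50 it was 8.96, which does not differ. Without telomeric and rDNA fragments (22.7) and in the single runs (17.6 and 20.5) it differed. For intergenic fragments, the paper's mean ∆Lk is −1.23, and the mean here was −1.215. It did not differ with a read minimum of 50 (−1.220), with the median in place of the mean of each length (−1.239) or with the paper's own ∆Lk values (−1.233), and it differed under all other alternatives run for it. For rDNA, the paper's mean is −1.24, against −1.213. It did not differ with the median of each length (−1.237), and it differed under all others, the paper's ∆Lk values (−1.250) included. For terminal nucleosomes, the paper's mean is −1.32, against −1.343. It did not differ in the single runs (−1.317 and −1.314), with no correction by the mean of each length (−1.310), with no length correction (−1.323) or with the paper's values (−1.330), and it differed under the others, among them the read minimum of 50 (−1.270). The paper's squared correlation of the 18 nucleosomes is 0.9, and here it was 0.417. It did not differ with the paper's ∆Lk values (0.928). Without the 3 telomeric nucleosomes it was 0.674, which is within 1.5 times, but over these 15 nucleosomes the paper's own values give 0.782. Under the other alternatives it ran from 0.198 to 0.439 and differed. Without nucleosome 10, chosen after seeing the values, it was 0.781, which drops 1 of the paper's 18 nucleosomes.

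The paper calls gene bodies different from rDNA, and position +2 and terminal nucleosomes different from the other gene nucleosomes. The permutation tests with nucleosomes as the unit did not, at adjusted p of 0.081, 0.29 and 0.29. Under the paper's kind of test over fragments all 3 passed, with the positions set against gene fragments outside the 5 position classes. Gene bodies and rDNA also differed with a mean per nucleosome (−0.0848), with the most abundant fragment of each nucleosome (−0.115) and without minor fragments (−0.0695). Terminal nucleosomes passed in the same settings (−0.0638, −0.0611 and −0.0750) and against positions +3 to +5 (−0.0720). Of these, the mean per nucleosome was set before the data were examined. The paper states that ∆Lk does not correlate with the extent of overlap, and rho was −0.134 and did not pass here, but passed with the same sign in 8 of its 15 alternatives and with the opposite sign in 1, that with no correction by the mean of each length (0.0521). Since overlap is bounded by length and the length correction raises short fragments, part of the negative sign can arise by construction. The paper's GC means are 42.3% and 40.7%, against 45.6% and 43.9% here, in the same direction, and 42.5% and 40.2% with a mean per nucleosome.

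The paper's supplementary ∆Lk values and the recomputed ones correlated with r of 0.952 over 7827 fragments, with an SD of the difference of 0.100. In the readable part of Supplementary Data 2 (6379 fragments, 5549 of them read without error), the value subtracted from fragments of one length was not constant: its SD within a length had a median of 0.0841, and over the 149 fragments of 147 bp it ran from −0.109 to 0.246. The cause of this is not known.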

Other observations

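The lists below were fixed in advance, and the comparison of the primers of nucleosome 10 is the one among the tests here that was chosen only after the result was seen.

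Groups of genes were compared by the mean ∆Lk of their nucleosome fragments outside rDNA and telomeric regions with the others there, apart from the subtelomeric families, which were compared with all other fragments of the library. None of the gene lists passed. Glycolysis and fermentation had −1.16 (n = 12 fragments, adjusted permutation p = 0.32), hexose transporters −1.16 (n = 17, adjusted permutation p = 0.32) and flocculation and cell wall repeat genes −1.16 (n = 39, adjusted permutation p = 0.29). Among these, FLO1, a cell surface flocculin, had a fragment at −0.836, PIR1, a cell wall protein, one at −0.907 and TIR1, a cell wall mannoprotein, one at −1.72. PDC6, a pyruvate decarboxylase, lay at −1.07 and TDH1, a glyceraldehyde-3-phosphate dehydrogenase, at −1.37. HXT7 spanned −0.954 to −1.19 in neighbouring nucleosomes. With a mean per nucleosome, 6 lists passed, among them the cell wall genes, Ty elements and tRNA genes. Ty copies that share a sequence were moved as separate units, so that the p of their list is too low.

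Ribosomal protein genes had a mean of −1.32 (n = 20, adjusted permutation p = 0.75), from −1.01 in RPL4A to −1.68 in RPL17B. Mitochondrial respiration genes had −1.35 (n = 16, adjusted permutation p = 0.63) and histone genes −1.31 (n = 6, adjusted permutation p = 0.93). Topoisomerases, SMC proteins and chromatin remodellers had −1.30 (n = 27, adjusted permutation p = 0.93), with the condensin subunit YCS4 at −1.00 and the remodeller ISW1 at −1.62. Translation factors (−1.29, n = 9), proteasome genes (−1.27, n = 14), chaperone and heat shock genes (−1.22, n = 17) and subtelomeric gene families (−1.20, n = 44) had adjusted permutation p of 0.98, 0.84, 0.57 and 0.57. SSA1, an Hsp70 chaperone, stood at −0.811 and SSE1 at −1.54. Ty elements, which are retrotransposons, had −1.23 (n = 477, adjusted permutation p = 0.32) and tRNA genes −0.990 (n = 5, adjusted permutation p = 0.19). Galactose genes, RDN58 and RDN5 had too few fragments or nucleosomes for a test, and GAL1 had a fragment at −1.04.

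Of the 36 primers of Supplementary Table 1, 34 matched the genome at the listed place with at most 4 differences, as far as the letters of the copy could be read. Both primers of nucleosome 10, listed at 558987 to 559129 on chromosome VIII, had 9 differences there. They matched chromosome XIII at 558986 to 559010 and at 559108 to 559130 with 2 and 3 differences. For the listed fragment the recomputed ∆Lk was −1.28. The paper's values for this nucleosome are −1.06 by Topo-seq and −1.04 by its gel. The primers bear on the gel value only and not on the gap to the paper's Topo-seq value. Without it, recomputed and gel values of the other 17 correlated with Pearson r = 0.884 (permutation p = 1e-05, the smallest the permutations can give) and Spearman rho = 0.870, and without the 2 farthest from the median r was 0.821.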
